# Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice

**DOI:** 10.1038/s41467-025-58634-4

**Published:** 2025-04-11

**Authors:** Ali Rezaei, Virág Kocsis-Jutka, Zeynep I. Gunes, Qing Zeng, Georg Kislinger, Franz Bauernschmitt, Huseyin Berkcan Isilgan, Laura R. Parisi, Tuğberk Kaya, Sören Franzenburg, Jonas Koppenbrink, Julia Knogler, Thomas Arzberger, Daniel Farny, Brigitte Nuscher, Eszter Katona, Ashutosh Dhingra, Chao Yang, Garyfallia Gouna, Katherine D. LaClair, Aleksandar Janjic, Wolfgang Enard, Qihui Zhou, Nellwyn Hagan, Dimitry Ofengeim, Eduardo Beltrán, Ozgun Gokce, Mikael Simons, Sabine Liebscher, Dieter Edbauer

**Keywords:** Amyotrophic lateral sclerosis, Mechanisms of disease, Amyotrophic lateral sclerosis, Sterols

## Abstract

Clinical and genetic research links altered cholesterol metabolism with ALS development and progression, yet pinpointing specific pathomechanisms remain challenging. We investigated how cholesterol dysmetabolism interacts with protein aggregation, demyelination, and neuronal loss in ALS. Bulk RNAseq transcriptomics showed decreased cholesterol biosynthesis and increased cholesterol export in ALS mouse models (GA-Nes, GA-Camk2a GA-CFP, rNLS8) and patient samples (spinal cord), suggesting an adaptive response to cholesterol overload. Consequently, we assessed the efficacy of the cholesterol-binding drug 2-hydroxypropyl-β-cyclodextrin (CD) in a fast-progressing C9orf72 ALS mouse model with extensive poly-GA expression and myelination deficits. CD treatment normalized cholesteryl ester levels, lowered neurofilament light chain levels, and prolonged lifespan in female but not male GA-Nes mice, without impacting poly-GA aggregates. Single nucleus transcriptomics indicated that CD primarily affected oligodendrocytes, significantly restored myelin gene expression, increased density of myelinated axons, inhibited the disease-associated oligodendrocyte response, and downregulated the lipid-associated genes Plin4 and ApoD. These results suggest that reducing excess free cholesterol in the CNS could be a viable ALS treatment strategy.

## Abstract (web summary)

Cholesterol metabolism is altered in amyotrophic lateral sclerosis. The authors show that promoting cellular cholesterol excretion in a mouse model improves myelination, reduces the disease-associated oligodendrocyte response, and prolongs survival.

## Introduction

In amyotrophic lateral sclerosis (ALS), the degeneration of both cortical and spinal motor neurons leads to progressive paralysis and eventually respiratory failure^1,2^. All sporadic and most genetic cases show cytoplasmic aggregates of the nuclear RNA-binding protein TDP-43, found predominantly in neurons and less frequently in oligodendrocytes playing a key role in neurodegeneration and neuroinflammation^3–5^. About 5–10% of ALS cases are caused by an (G_4_C_2_)_n_ repeat expansion in the first intron of *C9orf72*, which is translated by a non-canonical mechanism in all reading frames into five dipeptide repeat (DPR) proteins co-aggregating in neurons^6–10^. The most abundant form is poly-GA, which was shown to contribute to TDP-43 aggregation^11^.

Secondary to neuron loss, ALS patients show demyelination in the motor cortex, corticospinal tract, and the ventral horn of the spinal cord^12,13^, suggesting that oligodendrocyte dysfunction may affect disease progression. Recently, oligodendrocytes have been linked to a number of neurodegenerative diseases, including Alzheimer’s disease^14–16^ and ALS^17^. This is further supported by the recent identification of a shared gene expression signature in myelinating oligodendrocytes, termed disease-associated oligodendrocytes (DOLs), in mouse models of Alzheimer’s disease and multiple sclerosis^14,18–21^.

The myelin sheath is a lipid-rich multilayered plasma membrane extension of oligodendrocytes with a particularly high content of cholesterol^22^. Myelin debris is cleared by microglia, but cholesterol cannot be fully degraded and may accumulate in cholesterol crystals or lipid droplets, leading to “foam cell” formation in primary demyelinating diseases. Effective remyelination requires cholesterol clearance and efflux by microglia^23^, which uses ApoE lipoproteins as the major lipid carrier. The common ApoE4 allele is a major risk factor for Alzheimer’s disease. Interestingly, ApoE4 promotes cholesterol deposition in oligodendrocytes, which can also be reversed by 2-hydroxypropyl-β-cyclodextrin (hereafter referred to as CD) treatment in cells and animals^15^. Cyclodextrins are cyclic oligosaccharides that increase the cholesterol solubility and excretion. CD is beneficial in experimental models of atherosclerosis^24^ and was clinically tested in Niemann Pick disease Type C1, but side effects of intrathecal injection were not tolerated^25^. Currently, a new formulation of CD is tested clinically in Niemann Pick disease and Alzheimer’s disease. Presumably through improved cholesterol clearance, cyclodextrins can also have anti-inflammatory effects^24^.

Epidemiological studies reveal the complexity of cholesterol metabolism in ALS^26^. Large longitudinal studies show that ALS patients typically exhibit higher LDL cholesterol levels before onset^27^ and that increased HDL cholesterol levels are associated with a reduced ALS risk^28^. Interestingly, at diagnosis, higher LDL levels are associated with slower disease progression and improved survival^29^. However, these findings could be influenced by factors like ALS-associated weight loss, hypermetabolism, and the survival benefits of a high-calorie diet^30,31^. Additionally, the cholesterol hydroxylase gene CYP27A1 has been genetically linked to ALS^32,33^.

Motivated by a transcriptional signature of cholesterol overload in several ALS mouse models and ALS patient spinal cord, we tested the therapeutic potential of CD in our fast-progressing model for C9orf72 ALS, expressing GFP-(GA)_175_ using Nestin-Cre (“GA-Nes”)^34^. This mouse line shows widespread poly-GA aggregates throughout the CNS, regional neuron loss, and microglia infiltration, leading to progressive weakness and weight loss. While poly-GA is expressed throughout the CNS, neurodegeneration starts in the hippocampal CA2 region and reaches spinal cord motor neurons at the endstage^34^. GA-Nes mice reach the humane endpoint at 6-7 weeks of age under national animal welfare laws^34^. Importantly, CD treatment extends the lifespan in female but not male mice. Single-cell transcriptomics of female mice suggests that poly-GA expression using the Nestin-Cre driver affects almost all cell types in the brain. Interestingly, the oligodendrocytes express several marker genes identified in DOLs in Alzheimer models^14^, as well as ApoD and Plin4, which are tightly linked to lipid and cholesterol biology. CD treatment partially reverts the DOL signature and reduces Plin4 expression at the mRNA and protein level arguing for a beneficial effect of targeting altered lipid metabolism in the most common form of familial ALS.

## Results

### CD extends lifespan and reduces Neurofilament levels in female GA-Nes mice

Comparing our published gene expression datasets from two poly-GA mouse models (GA-Nes with widespread expression throughout the CNS and GA-CFP with expression mostly restricted to spinal neurons), the rNLS8 mouse line expressing TDP-43ΔNLS, and an updated large dataset of human ALS tissue^34–37^ revealed a common signature of cholesterol dysmetabolism. Bulk RNAseq data (Fig. 1a) showed a reduction of key enzymes in the cholesterol biosynthesis pathway (e.g., Hmgcs1, Hmgcr), accompanied by an induction of the reverse cholesterol export pathway (Abca1, Abcg1). In addition, enzymes for cholesterol esterification (Soat1) and factors critical for lipid droplet formation (Plin2, Plin4) were upregulated, alongside several lipoproteins (Apoe, Apod, Apoc1). 

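Bulk RNAseq of rNLS8 cohort #2 covered 11 wild-type and 10 rNLS8 mice. According to the deposited sample descriptions, all 21 mice had been given 350 µg of a non-targeting antisense oligonucleotide in 10 µL into a cerebral ventricle at an age of 17 to 19 weeks. Doxycycline, which keeps the TDP-43ΔNLS transgene off, was supplied at 200 mg/kg of diet and was left out from 2 weeks after that injection. Neocortex was collected after 3 weeks of transgene expression, and the paper's methods name the tissue as brain cortex. The mice belonged to independent cohorts called A (4 wild-type and 3 rNLS8 mice) and B (7 wild-type and 7 rNLS8 mice). The authors aligned the reads to GRCm38 and deposited whole read counts per gene symbol without normalization. Between 20700912 and 22263809 reads per mouse were counted on genes, with a median of 21076278 in wild-type and 21451125 in rNLS8 mice. At this depth, 3 counts correspond to between 0.135 and 0.145 CPM, which are counts scaled to the total counts of a mouse. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test with cohort as covariate and Benjamini-Hochberg adjustment. The test covered the 18248 genes that passed edgeR's filter by expression. At an adjusted p-value under 0.05, 8154 genes differed between the genotypes, of which 4190 were higher and 3964 were lower in rNLS8 mice. Among them, 251 genes were higher and 93 were lower by more than 1 on the log2 scale. The alternative that moved this number most was cohort A alone, which gave 2195 genes. Of the 83 genes shown in Fig. 1a, Fig. 6a, Fig. 4b and Fig. 4c, 78 were tested and 49 differed, and 49 differed as well when the adjustment covered these genes alone.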

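Hmgcs1, which lies on chromosome 13 of GRCm38 from 119690351 to 119708260 and encodes HMG-CoA synthase, had 5876 ± 396 normalized counts (SD, n = 11) in wild-type and 3277 ± 425 (SD, n = 10) in rNLS8 mice. This was a log2 fold change of -0.85 (standard error 0.065, adjusted p = 2.48e-10 from edgeR's quasi-likelihood test), and the highest rNLS8 mouse at 3882 normalized counts was below the lowest wild-type mouse at 5380. Among the export genes, Abca1 (chromosome 4, 53030789 to 53159988) had a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.0247), which was past the threshold in cohort B alone (adjusted p = 0.0364) but not in cohort A alone (adjusted p = 0.346). With 1 mouse left out, the adjusted p of Abca1 in edgeR's quasi-likelihood test reached 0.0724. Abcg1 (chromosome 17, 31057694 to 31117984) did not differ, with 1756 ± 251 normalized counts (SD) in wild-type and 1678 ± 134 (SD) in rNLS8 mice (log2 fold change -0.08, standard error 0.050, adjusted p = 0.215), and its direction was opposite in cohort A alone (log2 fold change 0.03). Soat1 (chromosome 1, 156428108 to 156474328) had a log2 fold change of 0.11 (standard error 0.090, adjusted p = 0.324) over both cohorts, and was past the threshold in cohort B alone (log2 fold change 0.17, adjusted p = 0.0252) and without the rNLS8 mouse T_61340 (log2 fold change 0.20, adjusted p = 0.00230), whose value was far below those of the other rNLS8 mice. Plin2 (chromosome 4, 86626910 to 86670217) rose by a log2 fold change of 0.26 (standard error 0.083, adjusted p = 0.0129). The lipoprotein genes Apod and Apoc1 rose by log2 fold changes of 0.63 (standard error 0.093, adjusted p = 6.30e-06) and 0.80 (standard error 0.27, adjusted p = 0.0165), the latter from only 11.0 ± 5.12 normalized counts (SD) in wild-type mice. Apoe was near 28322 normalized counts in wild-type mice and did not differ (log2 fold change 0.04, standard error 0.049, adjusted p = 0.487), although it was past the threshold when counts were scaled by library size only (log2 fold change 0.12, adjusted p = 0.0384).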

We confirmed our findings in unpublished dataset from independent cohorts of GA-CFP mice and rNLS8 mice (Fig. 1a). While we found no C9orf72-specific changes comparing C9orf72 ALS and sporadic ALS cases, the cholesterol dysregulation signature was significantly more pronounced in male ALS patients. These changes suggest that overexpression of aggregating poly-GA and TDP-43 in mice leads to cholesterol overload, mirroring findings in the ALS spinal cord.

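In rNLS8 cohort #2, each gene set of Fig. 1a was scored per mouse as the mean over its tested genes of log2 CPM after TMM normalization with a prior count of 2. Genotype labels were permuted within cohort 100000 times in two-sided tests, and p-values were adjusted over 8 gene sets. The biosynthesis score was 5.64 ± 0.069 (SD, n = 11) in wild-type and 5.17 ± 0.069 (SD, n = 10) in rNLS8 mice. This difference of -0.48 (permutation test, adjusted p = 8.0e-05) was larger than the spread between mice, and 10 of 10 rNLS8 mice were below every wild-type mouse. The export score was higher by 0.24 (permutation test, adjusted p = 0.000300), with 9 of 10 rNLS8 mice above every wild-type mouse. The remaining rNLS8 mouse, T_61340, was below every wild-type mouse at 6.28. The transport score, from only 3 tested genes, was higher by 0.46 (permutation test, adjusted p = 0.00116). The storage score was higher by 0.26 (permutation test, adjusted p = 8.0e-05). It rested largely on Plin4, with a log2 fold change of 1.89, while the other storage genes were between -0.28 and 0.26. In each cohort, 3 of the 7 storage genes were lower. With the median over genes in place of the mean, the directions of 2 scores reversed. They moved to -0.10 (permutation test, adjusted p = 0.00782) for storage and to -0.02 (permutation test, adjusted p = 0.800) for export. This median was taken over expression levels, so it follows the genes of middle level in each mouse and not the middle fold change. By group means, these were Abcg1 for export, and Acat3 in wild-type and Plin3 in rNLS8 mice for storage. The reversal therefore does not show that most genes fell. Past the threshold, export had 4 higher and 0 lower genes, and storage had 2 higher and 2 lower. In cohort B alone, the differences were -0.43 for biosynthesis, 0.21 for export, 0.51 for transport and 0.22 for storage. Cohort A alone had the same directions, but with 4 against 3 mice an exact permutation test cannot give a p-value below 0.0286, and none of these scores was past the threshold there after adjustment. From lower synthesis and higher export and storage genes in the mouse models, the paper proposes that aggregating poly-GA and TDP-43 lead to cholesterol overload.

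**Figure D1:**
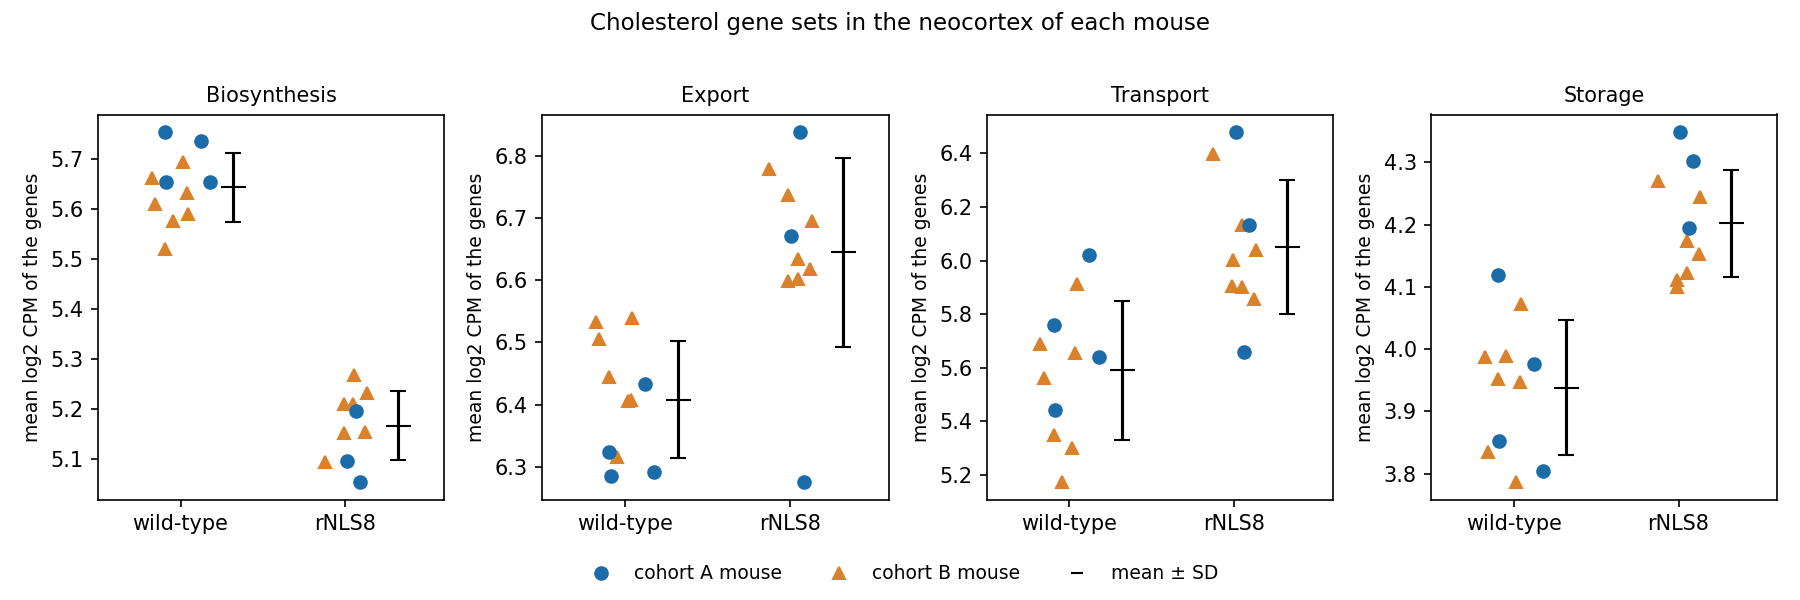
Mean log2 CPM of the biosynthesis, export, transport and storage genes of Fig. 1a in the neocortex of each mouse, by genotype. Points are mice, shaped by cohort, and bars are the mean ± SD of 11 wild-type and 10 rNLS8 mice. The 10 rNLS8 mice lie below all wild-type mice for biosynthesis. With the median over expression levels, which follows the genes of middle level, the export and storage differences reverse.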

**Fig. 1:**
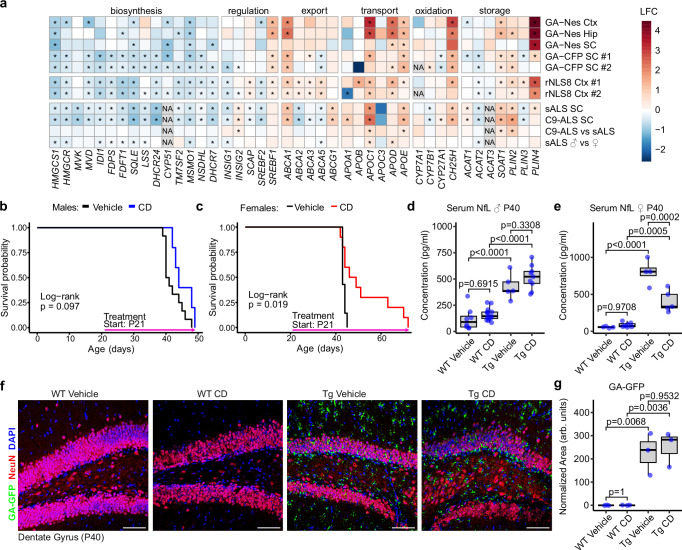
Cyclodextrin extends lifespan and reduces Neurofilament levels in female GA-Nes mice. **a** Gene expression changes in the cholesterol pathway from historical bulk RNAseq dataset in GA-Nes (endstage hippocampus, cortex and spinal cord, 5 control vs 5 GA-Nes mice), GA-CFP (thoracic spinal cord, cohort #1 with 4 wildtype vs. 3 GA-CFP mice 32 weeks of age, cohort #2 with 7 wildtype vs. 6 GA-CFP mice 42 weeks of age) and rNLS8 (hippocampus, after 3 weeks of transgene induction, cohort #1 with 17 wildtype vs. 10 rNLS8 mice, cohort #2 with 11 wildtype and 10 rNLS8 mice) ALS mouse models and patient spinal cord^34,37,51^. Log_2_ fold changes compared to controls are shown in the heat map. Adjusted *p* values from the original analysis are shown because different genotype and species prevent a combined re-analysis with common RNAseq pipelines. Asterisks indicate significant changes. Upregulation of export pathway genes and downregulation of synthesis genes suggest cholesterol overload. **b** Survival analysis by Kaplan–Meier curve shows that CD administered at 2 g/kg q.d. does not affect the survival of transgenic male mice significantly (*p* = 0.097 from log-rank test for survival, *n* = 12 vehicle vs 5 CD). **c** Survival analysis by Kaplan–Meier curve shows that CD administered at 2 g/kg q.d. significantly improves the survival of transgenic female mice (*p* = 0.019 from log-rank test for survival, *n* = 7 vehicle vs 10 CD). **d**, **e** Serum NfL from independent cohorts of mice sacrificed at postnatal day 40 (P40) shows significant modulations (female *n* from independent biological replicates: WT Vehicle = 4, WT CD = 7, Tg Vehicle = 4, Tg CD = 5; male *n* of independent biological replicates: WT Vehicle = 8, WT CD = 15, Tg Vehicle = 5, Tg CD = 9). Post-hoc analysis by Tukey’s HSD shows a dramatic increase in transgenic mice, which is partially rescued by CD treatment in female but not male mice. CD administration does not modulate wild-type NfL levels. **f**, **g** Fluorescence microscopy of endogenous GA-GFP in frozen tissue confirms its neuronal and glial expression in transgenic mice and the lack of expression in wild-type mice, while also highlighting no significant reduction upon CD treatment (ANOVA, post hoc by Tukey’s HSD from three independent biological replicates in each group). All scale bars = 75 µm.

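For rNLS8 cohort #2, 14 of the 15 biosynthesis genes of Fig. 1a were lower in rNLS8 mice at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. The log2 fold changes of these 15 genes ranged from -0.85 to -0.12, and Mvk, at the upper end, was not past the threshold (adjusted p = 0.0857). All 15 genes were lower in cohort A alone and all 15 in cohort B alone. Fdft1 had a log2 fold change of -0.82 (standard error 0.047), Sqle of -0.73 (standard error 0.056) and Idi1 of -0.71 (standard error 0.070). Idi1 was lower by 0.97 on the log2 scale in cohort A and by 0.58 in cohort B, and was lowest in T_61340, far below the other rNLS8 mice. All 5 genes under regulation differed. Srebf2 fell by 0.43 on the log2 scale (standard error 0.041, adjusted p = 7.26e-09), Insig1 by 0.42 (standard error 0.049, adjusted p = 2.41e-07) and Insig2 by 0.10 (standard error 0.038, adjusted p = 0.0263). Insig2 was past the threshold in neither cohort alone (adjusted p = 0.436 in A and 0.118 in B). Its largest adjusted p with 1 mouse left out was 0.0621. Scap and Srebf1 rose by 0.18 and 0.17. In the export group, in which T_61340 was far below the other rNLS8 mice for Abca5, that gene had a log2 fold change of 0.57 (standard error 0.086, adjusted p = 8.51e-06), Abca3 of 0.25 (standard error 0.048, adjusted p = 0.000148) and Abca2 of 0.14 (standard error 0.052, adjusted p = 0.0313). Neither cohort alone had Abca2 past the threshold (adjusted p = 0.293 in A and 0.129 in B). With 1 mouse left out, the adjusted p of Abca2 reached 0.0690. In the storage group, Acat2 and Acat3 fell by 0.14 and 0.28, while Acat1 and Plin3 did not differ and the direction of Acat1 reversed when counts were scaled by library size only. Neither of the 2 tested oxidation genes, Cyp7b1 (adjusted p = 0.0852) and Cyp27a1 (adjusted p = 0.392), differed. Another 5 genes had too few counts to be tested. Cyp7a1 had 0 counts in all 21 mice, Apob had 15 counts in all mice together, Apoc3 had 133 and Ch25h had 175. Apoa1 had 52 counts, of which 40 were in the 11 wild-type and 12 in the 10 rNLS8 mice.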

To test whether cholesterol overload contributes to ALS pathogenesis, we treated our rapidly progressive GA-Nes mouse model with 2-hydroxypropyl-β-cyclodextrin (hereafter referred to as CD). We administered CD (s.c. 2 g/kg) from weaning on postnatal day 21 daily until the humane endpoint was reached by weight loss or muscle weakness according to our standardized scoring system. The dose is in line with previous studies, but we administered CD daily rather than once or twice a week due to the fast progression in this mouse model^24,25^. Vehicle-treated male and female mice reached the endpoint at a median age of 41 and 43 days, respectively, in line with our initial characterization of this line (Fig. 1b, c)^34^. In contrast, half of the female GA-Nes mice receiving CD survived beyond 52 days (Fig. 1c). Possibly due to faster progression or due to pro-myelinating effects of testosterone^38^ or due to differential lipid metabolism between genders, CD was much less beneficial in males, aligning with prior findings in female NPC mice^39^. These beneficial effects in female GA-Nes mice are reflected in a slower decline of body weight (Fig. S1).

To investigate the mechanism of CD-mediated lifespan extension, we used a second cohort of female GA-Nes treated from day 21 onwards and selected a fixed time point (postnatal day 40) for all further experiments to allow direct comparison in this rapidly progressing mouse model. Male and female transgenic mice showed strong upregulation of serum neurofilament light chain levels (Fig. 1d, e). This phenotype was significantly reduced by approximately 50% upon CD treatment in female GA-Nes mice (Fig. 1e), suggesting that CD attenuates neurodegeneration. In contrast, no such reduction was observed in CD-treated male mice (Fig. 1d), which aligns with the lack of survival benefits. Thus, we conducted all further experiments performed on GA-Nes mice solely on females.

CD treatment had no significant effect on the widespread poly-GA expression in GA-Nes mice (Fig. 1f, g). In contrast to previous immunohistochemistry characterization of poly-GA aggregates in paraffinized tissue, which was predominantly neuronal^34^, GFP-(GA)_175_ expression was detected in most oligodendrocytes and astrocytes, but only a small subset of microglia in the cryosections imaged using native GFP fluorescence (Figs. 1f and S2), which is consistent with broad excision of the floxed stop cassette in the transgene due to widespread Nestin-Cre expression.

Taken together, GA-Nes mice show signs of cholesterol overload, and in female mice, life span is extended by daily treatment with the cholesterol-sequestering drug CD.

### CD mitigates poly-GA induced expression changes in oligodendrocytes

Since CD is known to have pleiotropic effects not only on cholesterol but also on inflammation, we conducted single-cell transcriptomics in the hippocampus of female mice at postnatal day 40 to investigate the mode of action. To facilitate comparison with emerging datasets from human ALS and FTD tissues, we chose to analyze single nuclei from frozen tissue. We prioritized the hippocampus for snRNA-seq, because neurodegeneration occurs first in the CA2 region and remains most pronounced there at the government-mandated humane endpoint^34^. Using flow cytometry, we isolated 10,000 DAPI-labeled nuclei per animal, 50% of which were NeuN-positive neurons and 50% were NeuN-negative glia (Fig. S3). The nuclei were processed on the 10X platform (Chromium Single Cell 3’ Chip G v3.1). Metrics such as nuclei per sample, reads per nucleus, and reads per gene were consistent across all animals (Fig. S3a). After quality control, our dataset includes 90,772 nuclei from 8 animals in the wildtype condition and 66,263 nuclei from 7 animals in the transgenic condition (Supplementary Data 1).

Clustering of all cells revealed two states of microglia (proliferating vs. non-dividing), four states of oligodendrocytes (OPC, newly formed oligodendrocytes and myelinating Oligo_mat1 and Oligo_mat2) and 18 subtypes of neurons (Fig. 2a). The expression of the five best marker genes per cluster is shown in Fig. S4, with the absolute number of cells per cluster detailed in Supplementary Data 1.

**Fig. 2:**
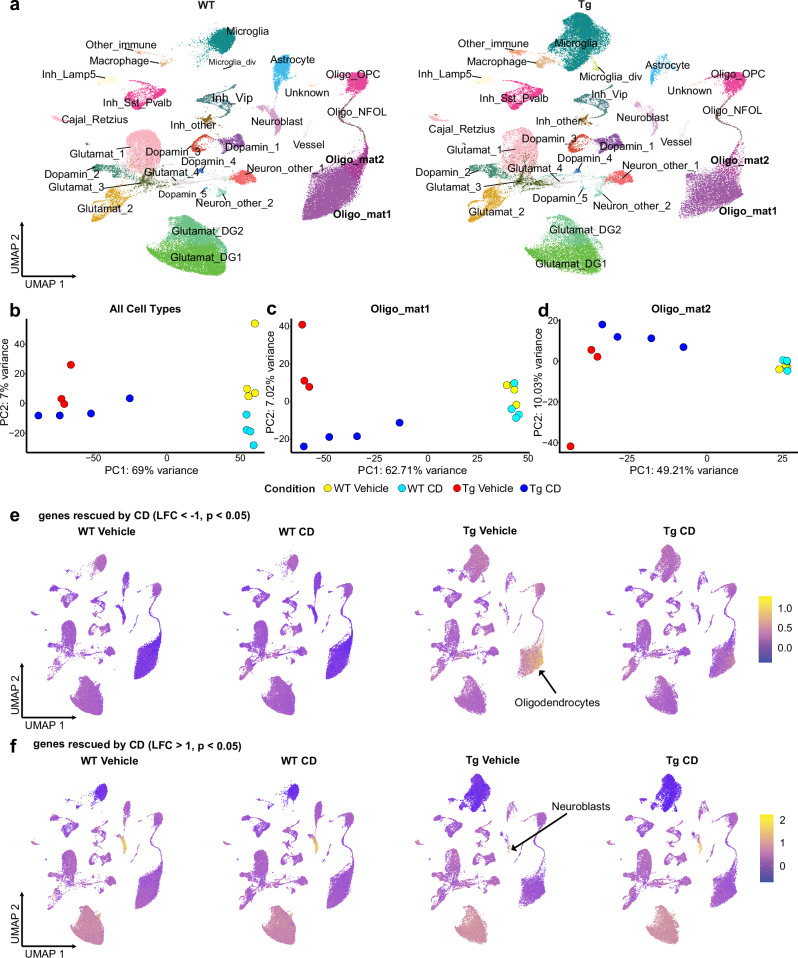
snRNAseq highlights oligodendrocytes as target of CD therapy by downregulation of genes. **a** snRNAseq dimensional reduction plot (UMAP) of WT (90,772 cells from 8 animals) and Tg (66,263 cells from 7 animals) highlights dramatic changes in glial cells. **b** PCA of all expressed genes by combining all clusters clearly separates the genotypes and partially resolves effects by CD treatment. **c**, **d** PCA of all expressed genes in Oligo_mat1 and Oligo_mat2 clusters, respectively, highlights the rescue effect of CD treatment in the clusters of mature oligodendrocytes. **e** FeaturePlot of genes combined with AddModuleScore that are downregulated (LFC < −1, adjusted *p* < 0.05) by CD treatment shows that the target of such therapy is primarily oligodendrocytes. **f** FeaturePlot of genes with color-coded AddModuleScore that are upregulated (LFC > 1, adjusted *p* < 0.05) by CD treatment shows that the target of such therapy is primarily neuroblasts.

Although the comparison of cell numbers is limited by the NeuN-based enrichment strategy, it is clear that poly-GA expression strongly increased the number of microglia, including a proliferating subcluster (Figs. 2a and S4, S5, Microglia_div, top markers: Rad51b, Ly86, Atad2, Diaph3, Lrmda). This resulted in an undersampling of other glia, with an apparent lower abundance of astrocytes and oligodendrocytes. Importantly, our histological quantification of cell density in Fig. S6 shows a ~5-fold increase in Iba1^+^ microglia, which was not significantly affected by CD treatment. While oligodendrocyte numbers were not unaffected by poly-GA expression or CD treatment, the number of S100β-positive astrocytes was even slightly increased in GA-Nes mice, with a trend towards reduction upon CD treatment. Rare clusters of macrophages and other immune cells (B cells, T cells, and a few NK cells) also appeared highly enriched in poly-GA expressing mice in our snRNAseq analysis (Fig. S6). In addition, the relative number of nuclei in the prominent neuroblast population at postnatal day 40 was reduced in GA-Nes mice (Fig. S5). Quantification of neuroblasts with DCX immunofluorescence confirmed a ~80% loss of neuroblasts in GA-Nes mice, which was not rescued by CD treatment (Fig. S6). In line with previous findings, we also detected pronounced neuron loss in the hippocampal CA2 region, which was, however, not significantly rescued by CD treatment (Fig. S6).

Principal component analysis (PCA) analysis of all cell types distinctly separated wild-type and transgenic mice (Fig. 2b and Supplementary Data 2) in the first component, as well as treated and untreated mice in the first and second components. The clustering of CD and vehicle-treated GA-Nes mice was most evident for the mature oligodendrocyte clusters (Fig. 2c, d) and less prominent for other cell types (Fig. S7). Interestingly, transgenic and wildtype mice are clearly separated by the PCA in all subsets, except in the two dopaminergic neuron types (clusters 4 and 5).

Correlation analysis on pseudo-bulk data from each subcluster revealed that gene expression changes induced by poly-GA were generally positively correlated across all cell types, especially among the neuronal subtypes (Fig. S8). CD treatment partially reversed these effects, as indicated by the negative correlation, with the most substantial impact on the Oligo_mat1 and Oligo_mat2 populations and neuroblasts. Moreover, filtering all poly-GA upregulated genes that were significantly rescued by CD treatment (e.g., Neat1, ApoD, Plin4, Rhoj) and plotting the UMAP highlights oligodendrocytes as the main target of CD (Fig. 2e). A similar analysis of all poly-GA downregulated genes that are rescued by CD (e.g., Cntnap5a/b, Zbtb20, Plxna2, Sema5a) showed a strong enrichment in neuroblasts average expression (Fig. 2f). Importantly, CD treatment also significantly reduced the cholesterol dysfunction in oligodendrocytes based on cell type-specific analysis of that pathway (Fig. S9). Interestingly, cholesterol export and storage pathways were mostly induced in oligodendrocytes of GA-Nes mice and less consistently in microglia and astrocytes.

Taken together, poly-GA expression induces a pronounced microgliosis in GA-Nes mice, but also affects all other cell types. CD treatment most strongly affects gene expression in oligodendrocytes and neuroblasts in transgenic mice, but has little effect in controls (Fig. S7). Since the high density of neuroblast in young GA-Nes mice is unlikely to reflect ALS/FTD pathology in aged patients, we focused our further analysis on oligodendrocytes.

### CD ameliorates DOL formation in GA-Nes mice

Disease-associated oligodendrocytes (DOLs) with a common gene expression signature have recently been identified in mouse models of Alzheimer’s disease, demyelination, and aging^14^. Serpina3n, C4b, Il33, and other DOL marker genes were significantly upregulated in the oligodendrocyte clusters of GA-Nes mice (Figs. 3a and S10). Many of these genes were also significantly induced in previous bulk sequencing data^34^ from hippocampus, neocortex and less severely at in the spinal cord of GA-Nes mice at the humane endpoint (Fig. 3a). Volcano plots highlight additional genes (e.g., Kcnma1, Apod, Plin4) that are strongly induced in GA-Nes mice and significantly rescued by CD treatment (Fig. 3b). Immunofluorescence staining and immunoblotting with Serpina3n further confirmed a strong induction of DOLs in GA-Nes mice, which was significantly rescued by CD treatment (Fig. 3c–e). We confirmed the rescue of IL33 expression using an immunoassay (Fig. 3f). Enhanced expression of the chemokine CXCL10/IP10 in GA-Nes mice was also reduced by CD treatment (Fig. S11), while other cytokines/chemokines were unaffected by CD (Fig. S11 and S12).

**Fig. 3:**
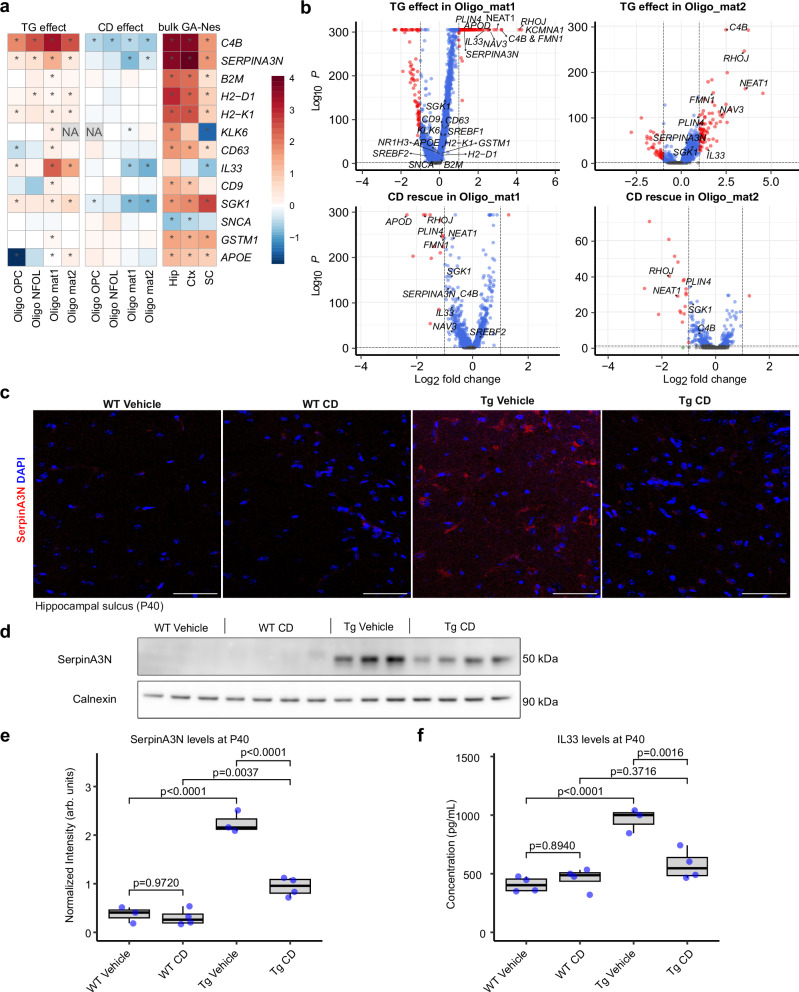
poly-GA transgene induces a DOL signature which is rescued by CD treatment. **a** Heatmap of previously published DOL genes^14^ across oligodendrocyte clusters comparing transgenic effect (*n* = 3 Tg Vehicle vs *n* = 4 WT Vehicle) and CD effect (*n* = 4 Tg CD vs *n* = 3 Tg Vehicle) as well as bulk RNAseq from the endstage GA-Nes mice (data from^34^, 5 control vs 5 GA-Nes mice) demonstrates induction of DOL genes in the diseased state. CD treatment showcases an appreciable and significant rescue of many of these genes. Asterisks indicate significant changes (*p* < 0.05). **b** Volcano plots of the two mature oligodendrocyte clusters demonstrate some overlap with previously published DOL genes as well as other genes such as ApoD, where they get rescued by CD treatment. **c** SerpinA3N immunofluorescence demonstrates that increased expression of this key DOL marker in transgenic GA-Nes mice is curtailed by CD treatment, confirming the snRNAseq results. Scale bars = 50 µm. Images are representative of two independent experiments. **d**, **e** Western blot of hindbrains (*n* from independent biological replicates: WT vehicle = 3, WT CD = 4, Tg Vehicle = 3, Tg CD = 4) and its quantification confirms the significant induction of Serpin A3N upon transgene expression and its significant rescue upon CD treatment (ANOVA, post hoc by Tukey’s HSD). **f** IL33, another key DOL marker, measured by MSD V-Plex cytokine panel from hindbrain lysates shows significant modulation of this marker. Post-hoc analysis with Tukey’s HSD highlights upregulation of IL33 in the transgenic condition, which is fully rescued upon CD treatment. The treatment does not modulate IL33 levels in wild-type mice. n from independent biological replicates: WT Vehicle = 4, WT CD = 4, Tg Vehicle = 3, Tg CD = 4.

### CD mitigates demyelination-related pathology in GA-Nes mice

To elucidate the mode of action for CD therapy in GA-Nes mice, we analyzed gene ontology terms associated with expression changes rescued by CD treatment across different cell types. Using a cutoff of |LFC| > 0.5, revealed enrichment of the myelin pathway in oligodendrocytes (Oligo_mat1), while axon and synapse formation was stimulated in neuroblasts (Fig. 4a). The major protein components of myelin were transcriptionally downregulated in the Oligo_mat1 and 2 populations and these changes were partially rescued by CD, particularly in the Oligo_mat1 subpopulation. (Fig. 4b).

**Fig. 4:**
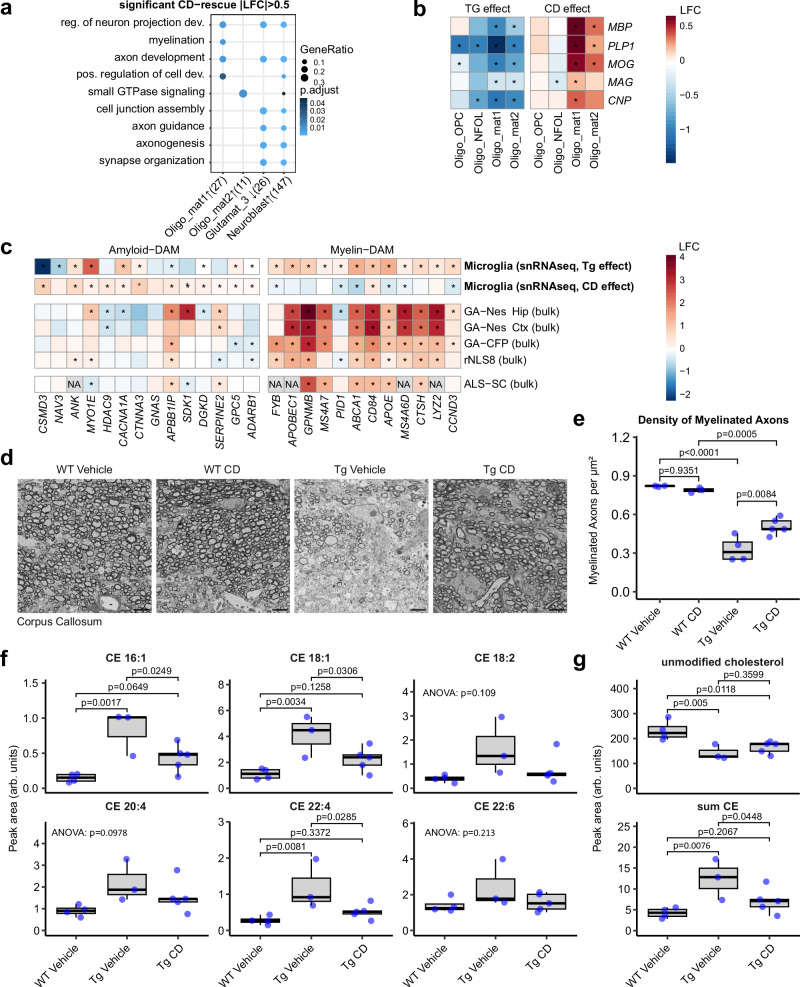
CD mitigates demyelination-related pathology in GA-Nes mice. **a** Gene ontology of genes rescued by CD with |LFC| > 0.5 shows that upregulated genes in Oligo_mat1 and neuroblast cluster are contributing to myelination and axonal development. The number of genes per cell type is indicated in parenthesis. **b** Heatmap of gene expression of major myelin protein components demonstrates downregulation of myelination in all oligodendrocyte clusters as the result of transgene expression (left block), an effect which is significantly rescued with CD treatment (right block). Asterisks indicate significant changes (adjusted *p* < 0.05). **c** A myelin DAM signature is detected in various models of ALS as well as patient spinal cord. Microglia cluster also strongly shows this signature, while CD administration partially alleviates this signature, shifting it more towards the amyloid DAM signature. Asterisks indicate significant changes (adjusted *p* < 0.05)**. d**, **e** SEM overview and quantification of corpus callosum shows dramatic loss of myelinated axons upon transgene expression, which is partially but significantly rescued by CD treatment (ANOVA, post hoc by Tukey’s HSD). *n* from independent biological replicates: WT Vehicle = 3, WT CD = 3, Tg Vehicle = 4, Tg CD = 5. Scale bars = 3 µm. **f** Measurements of cholesteryl ester species by mass spectrometry demonstrate significant upregulation in transgenic condition and CD-mediated rescue of CE 16:1, CE 18:1, and CE 22:4. CE 18:2, CE 20:4, and CE 22:6 were not significantly modulated (ANOVA with Fisher’s LSD post-hoc). *n* from independent biological replicates: WT Vehicle = 4, Tg Vehicle = 3, Tg CD = 5. **g** Total unmodified cholesterol and cholesteryl esters (from peak area sum) confirm downregulation of cholesterol in transgenic condition, which is not affected by CD. Cholesteryl esters are upregulated in GA-Nes mice, which is rescued by CD (ANOVA with Fisher’s LSD post-hoc. *n* from independent biological replicates: WT Vehicle = 4, Tg Vehicle = 3, Tg CD = 5).

Microglia adopt different states in response to stimuli such as Aβ aggregates and demyelination, often termed disease-associated microglia (DAM)^40,41^. DAM microglia, however, differ in their molecular make-up in response to different stimuli and can thus be segregated into “myelin-DAM” and “amyloid-DAM”^40^. Notably, microglia in GA-Nes mice exhibited a significant upregulation of the myelin-DAM signature. Following CD treatment, this signature shifted towards amyloid-DAM, indicating a reduction in myelin debris (Fig. 4c).

To assess myelination directly, we analyzed female GA-Nes mice at P40 by electron microscopy (Fig. 4d, e). The corpus callosum was thinner, and the density of myelinated axons was greatly reduced compared to wild-type littermates. We observed some swollen axons with organelle accumulation (Fig. S13a), but large lipid droplets were absent in microglia, neurons, and oligodendrocytes. Importantly, the density of myelinated axons was significantly increased in CD-treated GA-Nes mice, suggesting that CD supports oligodendrocyte function by restoring cholesterol homeostasis (Fig. 4d, e). To distinguish between poly-GA-induced demyelination and developmentally impaired myelination, we quantified the density of myelinated axons at postnatal day 21, the time we had started CD treatment in our previous experiments. Myelination in GA-Nes mice was not significantly reduced at this young age compared to littermate controls, although there was a small trend (Fig. S13b, c), which is consistent with very modest changes at the transcriptome level at this age^34^. This suggests that GA-Nes mice undergo active demyelination between P21 and P40, which is significantly ameliorated by CD treatment. However, since the density of myelinated axons increases significantly between P21 and P40 in wildtype mice (and to a lesser extent in transgenic mice), we cannot completely exclude the possibility of a poly-GA-dependent inhibition of developmental myelination during this period.

Given the high cholesterol content of myelin, we analyzed cholesterol and cholesterol esters by mass spectrometry. Total levels of unmodified cholesterol were decreased in GA-Nes animals compared to controls, suggesting a general loss of myelin, possibly already during development. In contrast, cholesteryl esters (especially with mono-unsaturated 18-carbon fatty acid, abbreviated as CE 18:1) were greatly increased in GA-Nes animals, with a significant rescue in CD-treated mice (Fig. 4f, g). This could reflect reduced accumulation of myelin debris, alternative metabolic processing, or excretion from the CNS.

In the absence of robust human-derived neuron/oligodendrocyte co-culture models, we overexpressed (GA)_149_-GFP in iPSC-derived human neurons to investigate a potential direct effect of poly-GA on cholesterol metabolism. (GA)_149_-GFP formed aggregates (Fig. S13d) similar to previous experiments in primary rat neurons^42^. Poly-GA expression resulted in a minimal but significant reduction of several cholesterol biosynthetic enzymes compared to the GFP control, without affecting lipid export or storage pathways (2.5 mg/mL from day 10 to day 19) (Fig. S13e). Interestingly, CD treatment significantly increased cholesterol biosynthetic pathways in both (GA)_149_-GFP and GFP-expressing cells, suggesting that CD depletes the neuronal cholesterol pool, leading to compensatory upregulation of biosynthetic pathways. These findings are consistent with the minimal alterations in cholesterol biosynthesis, export, and storage pathways observed in neuronal populations of GA-Nes mice (see above, Fig. S9). This argues against poly-GA-induced accumulation of excess cholesterol in neurons, in contrast to the case of oligodendrocytes.

Taken together, GA-Nes mice show pronounced axon and myelin damage, evidenced by the accumulation of cholesteryl esters. CD treatment mitigates these detrimental effects, underscoring its therapeutic potential.

### Plin4 upregulation in oligodendrocytes of GA-Nes mice is rescued by CD

Among the genes rescued by CD treatment, Perilipin (Plin4) caught our attention, because it associates with lipid droplets, containing cholesterol esters, and its expression was minimal in wild-type mice. Plin4 was strongly induced in mature oligodendrocytes of female transgenic mice, which was partially reversed by CD (Fig. 5a, b). Double immunofluorescence identified Plin4 primarily in carbonic anhydrase II (CA2)-positive oligodendrocytes of transgenic mice, with negligible expression in Iba1-positive microglia and GFAP-positive astrocytes of transgenic mice (Figs. 5c and S14). Plin4 staining was most pronounced in the cytoplasm of the cell body. Quantification confirmed that ~40% of CA2-positive oligodendrocytes contained Plin4 in transgenic animals, which is reduced to less than 10% in CD-treated animals matching WT expression (Fig. 5d). Taken together, poly-GA in transgenic mice induces the expression of the lipid droplet protein Plin4 predominantly in oligodendrocytes, which is partially rescued by CD treatment and may reflect cholesterol overload in the untreated GA-Nes mice.

**Fig. 5:**
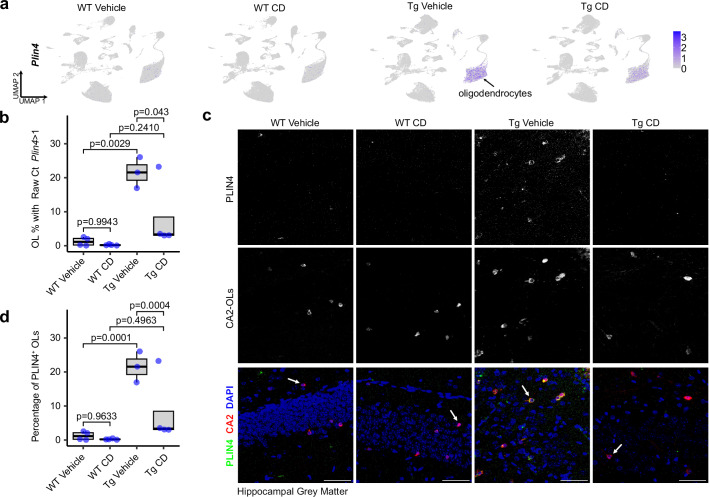
Plin4 production is upregulated in oligodendrocytes, and rescued by CD treatment. **a** FeaturePlot of PLIN4 shows upregulation of its expression in GA-Nes mice and rescue by CD treatment. Major glia types are clustered as indicated. **b** Percentage of mature oligodendrocytes expressing more than one copy of PLIN4 (raw count) is dramatically increased with the expression of the GA transgene, and partially rescued by CD treatment. Data is generated per each animal from the snRNAseq data (ANOVA, post hoc by Tukey’s HSD; *n* = 4 WT Vehicle, *n*: WT CD, *n* = 3 Tg Vehicle, *n* = 4 Tg CD). **c** PLIN4 (green) immunofluorescence co-stained with DAPI and CA2 (red) confirm the transgenic upregulation and rescue by CD. White arrows indicate examples of CA2+ oligodendrocytes. Scale bars = 50 µm; Shown images are adjusted for brightness and contrast in the same way for each channel across all conditions. **d** Quantification of percentage of PLIN4+ oligodendrocytes in hippocampus highlights a dramatic increase of such oligodendrocytes with the expression of the transgene, and a near-complete rescue by CD treatment. *n* = 3 in each of the four conditions, from independent biological replicates (ANOVA, post hoc by Tukey’s HSD). Quantification was performed exclusively on raw images.

### Neuronal poly-GA and TDP-43ΔNLS induce Plin4 expression and DOL marker expression

To exclude aberrant effects of Nestin-Cre driven poly-GA expression in oligodendrocytes, we used Camk2a-Cre to express the poly-GA transgene exclusively in excitatory neurons^43^. These “GA-Camk2a” mice developed similar phenotypes as the GA-Nes mice, albeit at a slower pace, reaching the humane endpoint at approximately 30 weeks (Zhou et al., manuscript in preparation). In addition, we investigated the rNLS8 mouse model expressing TDP-43ΔNLS driven by a neurofilament heavy chain promoter, resulting in almost exclusive neuronal expression and some very sparse expression in oligodendrocytes^36^. 

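In rNLS8 cohort #2, the counts of Tardbp, the gene of TDP-43, served as a check of the genotype labels. Tardbp lies on chromosome 4 of GRCm38 from 148612382 to 148627084 and has a copy with a row of its own in the deposited counts, so that reads could be counted at either copy and its level is uncertain. The methods name the transgene as human TDP-43ΔNLS, while reads were aligned to the mouse genome. Counts at mouse Tardbp may therefore hold only part of the transgene's reads, and they do not measure its level. It had 2574 ± 207 normalized counts (SD, n = 11) in wild-type and 4109 ± 951 (SD, n = 10) in rNLS8 mice, a log2 fold change of 0.62 (standard error 0.071, adjusted p = 1.50e-07 from edgeR's quasi-likelihood test). Wild-type mice had between 2253 and 2827 normalized counts. In cohort B, the rNLS8 mice had at least 4405 normalized counts and the log2 fold change was 0.79 (adjusted p = 1.42e-10). In cohort A, the 3 rNLS8 mice had 2363, 2903 and 3091 normalized counts, and the log2 fold change of 0.26 was not past the threshold (adjusted p = 0.191). The lowest of these, T_61340, was within the range of the wild-type mice. The rNLS8 effect on Tardbp was smaller in cohort A than in cohort B by 0.56 on the log2 scale (adjusted p = 0.000578 over 79 genes fixed beforehand, and 0.133 over all genes, from the genotype by cohort interaction in edgeR). The row of the copy, Tardbp-2, had a log2 fold change of 0.55 (standard error 0.074, adjusted p = 1.85e-06), but 0.21 in cohort A alone, not past the threshold (adjusted p = 0.359). There, T_61340 had 1477 normalized counts of the copy, below every wild-type mouse (lowest 1577).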

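In the neocortex of rNLS8 cohort #2, 3 weeks after transgene induction, the mean of the 13 DOL marker genes of Fig. 6a was 5.67 ± 0.11 log2 CPM (SD, n = 11) in wild-type and 6.21 ± 0.20 (SD, n = 10) in rNLS8 mice. The difference of 0.54 (permutation test within cohort, adjusted p = 8.0e-05) placed 10 of 10 rNLS8 mice above every wild-type mouse. It was 0.51 in cohort B alone and 0.64 in cohort A alone, where it was not past the threshold after adjustment (exact permutation test, p = 0.0286, the smallest that 4 against 3 mice allow). At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 6 of the 13 genes were higher. C4b rose from 502 ± 76.7 to 2182 ± 840 normalized counts (SD), a log2 fold change of 2.12 (standard error 0.13, adjusted p = 9.63e-12). H2-D1, B2m and H2-K1 rose by log2 fold changes of 1.50 (standard error 0.12), 1.39 (standard error 0.11) and 1.32 (standard error 0.11). C4b, H2-D1 and H2-K1 have further rows for copies in the deposited counts, so that their levels are uncertain, and the copies C4b-2 and H2-D1-2 had log2 fold changes of 2.14 and 1.53. Serpina3n, on chromosome 12 of GRCm38 from 104406646 to 104414334, had 254 ± 47.4 normalized counts (SD) in wild-type and 543 ± 172 (SD) in rNLS8 mice, with a log2 fold change of 1.10 (standard error 0.11, adjusted p = 1.97e-08). The mouse T_60303 of cohort A was far above the other rNLS8 mice for C4b, Serpina3n and Cd9. Cd9 rose by 0.50 on the log2 scale (standard error 0.074, adjusted p = 5.32e-06). Cd63, Sgk1, Gstm1, Il33, Klk6 and Apoe did not differ, and Il33 and Klk6 changed direction between the cohorts. Plin4, on chromosome 17 from 56100587 to 56109948, had 55.2 ± 21.5 normalized counts (SD) in wild-type and 212 ± 91.4 (SD) in rNLS8 mice. Its log2 fold change was 1.89 (standard error 0.22, adjusted p = 1.53e-07), and remained between 1.77 and 2.05 when each mouse was left out in turn. It was 2.91 in cohort A alone (adjusted p = 0.000114) and 1.37 in cohort B alone (adjusted p = 1.89e-05), a difference past the threshold over 79 genes fixed beforehand (adjusted p = 0.00922 from the genotype by cohort interaction in edgeR) but not over all genes (adjusted p = 0.532).

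**Figure D2:**
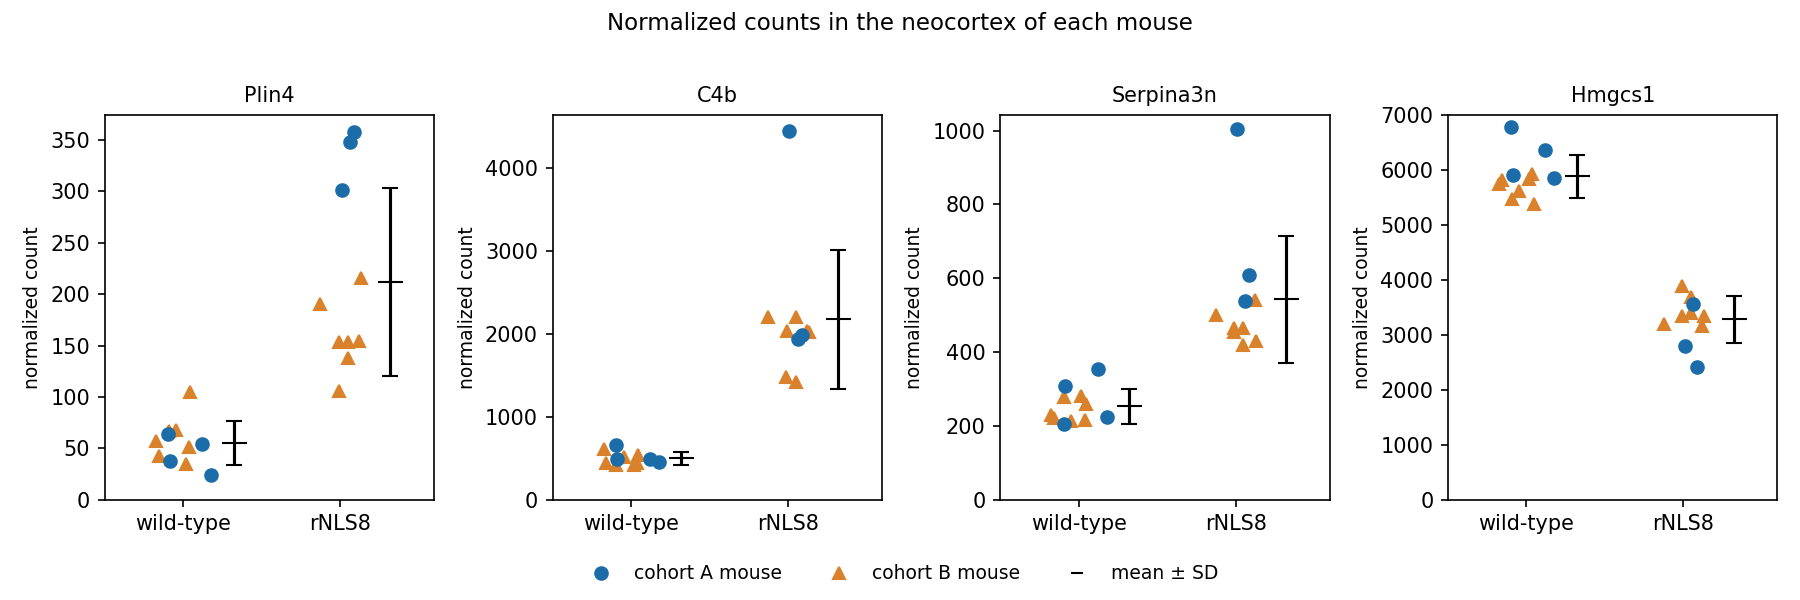
Normalized counts of Plin4, C4b, Serpina3n and Hmgcs1 in the neocortex of each mouse, by genotype. Points are mice, shaped by cohort, and bars are the mean ± SD of 11 wild-type and 10 rNLS8 mice; the lowest rNLS8 mouse has 106 and the highest wild-type mouse 105 normalized counts of Plin4.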

Bulk transcriptomics analysis confirms induction of the DOL signature and cholesterol dysmetabolism, including Plin4 induction, in 30-week-old GA-Camk2a mice and 3 weeks after transgene induction in rNLS8 mice (Fig. 6a). Immunofluorescence confirmed strong induction of Serpina3n expression in the hilus of the dentate gyrus of rNLS8 mice (Fig. 6b, c). Similarly, Serpina3n expression was significantly induced in GA-Camk2a mice (Fig. 6d).

**Fig. 6:**
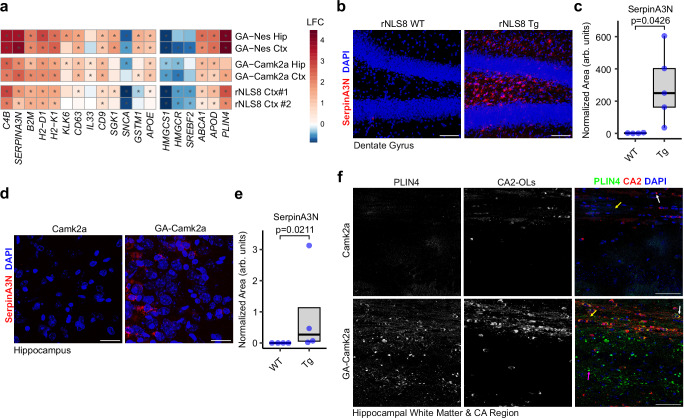
DOLs are found in other ALS mouse models. **a** Heatmap of DOL marker genes and essential cholesterol pathway genes from bulk RNAseq across three mouse models of ALS confirms induction of DOLs and the disturbance of cholesterol pathway. Asterisks indicate significant changes (adjusted *p* < 0.05). (*n* as Fig. 1a for GA-Nes and rNLS8 mice. GA-Camk2a hippocampi from 5 control vs 6 transgenic mice. GA-Camk2a neocortex from 4 control vs 6 transgenic mice). **b**, **c** SerpinA3N staining in rNLS mice shows significant expression of Serpina3n mRNA in the transgenic condition. n: WT = 4, Tg = 5 from independent biological replicates. (Welch’s *T*-test) **d**, **e** SerpinA3N staining in GA-Camk2a mice shows significant expression of Serpina3n mRNA in the transgenic condition. *n*: WT = 4, Tg = 4 from independent biological replicates (Mann–Whitney *U*-Test). **f** PLIN4 (green) immunofluorescence co-stained with DAPI and oligodendrocyte marker CA2 (red) in Camk2a (control) and GA-Camk2a (transgenic) mice, respectively, confirms upregulation of PLIN4 in transgenic mice, both in oligodendrocytes as well as elsewhere. The shown images are adjusted for brightness and contrast in the same way for each channel in similar ways across both conditions. White arrow indicates an example of a CA2+ oligodendrocyte, yellow arrow shows an example of axon tracts, while magenta arrow highlights an example of PLIN4 in the neuropil. Images are representative of three animals. Scale bar = 50 µm.

Finally, we confirmed the induction of Plin4 in oligodendrocytes of GA-Camk2a mice using immunofluorescence in white and gray matter of the hippocampus (Fig. 6f). In GA-Camk2a white matter, Plin4 expression was in the soma of CA2-positive oligodendrocytes (white arrow, Fig. 6f) and colocalized with the axon tracts (yellow arrow). In addition, we noticed Plin4 expression in the neuropil in white and gray matter (magenta arrow in Fig. 6f).

Taken together, Plin4 expression, DOL induction, and cholesterol dysmetabolism are conserved in a second poly-GA mouse model and a TDP-43 model with predominantly neuronal expression of aggregates.

## Discussion

While ALS is not a primary demyelinating disease, significant neurodegeneration leads to myelin loss, most prominently in the corticospinal tract. Excess cholesterol from myelin loss must be stored as cholesteryl esters in the form of lipid droplets or removed from the CNS, mostly as 24S-hydroxy cholesterol^26,44^. We explored the therapeutic potential of the cholesterol-sequestrating drug CD in a C9orf72 mouse model with widespread poly-GA expression characterized by impaired cholesterol clearance and myelin loss. CD extends lifespan in female GA-Nes mice and reduces neurodegeneration markers, improves myelination, and mitigates expression of the DOL signature, including levels of the lipid droplet component Plin4. Cholesterol dysmetabolism and formation of DOLs are confirmed in a second poly-GA mouse model and a TDP-43 model with pure neuronal poly-GA expression.

### Cholesterol dysmetabolism and microglia response in ALS

Various poly-GA and TDP-43 mouse models, along with sporadic and C9orf72 ALS patient spinal cords, show upregulation of the cholesterol export pathway (ApoE and Abca1) and a decrease in new cholesterol synthesis. This pattern resembles an LXR-driven response to an overload of toxic free cholesterol, although total cholesterol levels were even reduced in GA-Nes, which likely reflects the compromised myelination. The upregulation of C16 and C18 cholesteryl esters in GA-Nes mice strongly indicates enhanced storage of excess cholesterol in lipid droplets and aligns with findings from SOD1 mice and ALS patient tissue^45–47^.

Cholesterol overload with subsequent LXR-response has been described in response to injury and demyelination^23,48^. For example, induction of acute demyelination with lysolecithin in wild-type mice leads to cholesterol accumulation in microglia, resulting in a “foam cell” morphology due to uptake of cholesterol-rich myelin debris^23^. As in the lysolecithin model, inefficient clearance of cholesterol may limit remyelination and thus enhance disease progression in ALS patients. Exhausting the phagocytic capacity of microglia with myelin debris has been shown to alter the microglia response towards other targets, such as Aβ^40^. Interestingly, the “myelin-DAM” (disease-associated microglia) signature described in demyelination models is clearly enriched in poly-GA and TDP-43 mouse models, while CD treatment reduces cholesteryl ester levels and shifts the microglia phenotype to the “amyloid-DAM” originally identified in Alzheimer's mouse model^40,41^. Unfortunately, snRNAseq data is less suited for subclustering of microglia than single-cell RNAseq data due to poor sensitivity for many key marker genes^49^. Intracellular poly-GA and TDP-43 aggregates in ALS activate microglia, which may promote clearance or inhibit cell-to-cell transmission^34,37,50,51^.

Excess cholesterol forms crystals that activate the inflammasome. Hydroxylated cholesterol derivates, in particular 24S-hydroxy cholesterol, can be excreted from the CNS, but in case of clearance failure, can also be toxic to oligodendrocytes at high concentrations^44,52^. Moreover, auto-oxidized cholesterol derivatives that harm motoneuron health have been identified in SOD1 models and ALS tissue^53^. Although cholesteryl esters are generally inert, the acyl group donors needed for their synthesis, like phosphatidylcholine, can convert into toxic byproducts, such as lysolecithin^46^. CD may inhibit all these pathways by sequestration of cholesterol, resulting in reduced DOL formation and altered microglial phenotype, suggesting therapeutic potential in modulating cholesterol-induced pathology. Interestingly, CD leads to compensatory induction of cholesterol biosynthesis and cholesterol uptake in control iPSC-derived neurons confirming the cholesterol clearance function of CD.

### Lipid droplets and Plin4 in ALS

PLIN4 is a poorly characterized member of the perilipin family. It preferentially binds to cholesteryl esters and is expressed mainly in adipose tissue and muscle under physiological conditions^54^. Interestingly, pathogenic mutations in Plin4 can trigger its aggregation in muscle, resulting in a myopathy^55^. Perilipins, including PLIN4, coat lipid droplets and regulate their decomposition through lipases and lysosomes^56^. Moreover, PLIN4 droplets have been observed in neurons and astrocytes in Parkinson’s disease moue model induced by MPP^+^^57^. The knockdown of Plin4 in SH-SY5Y cells mitigates MPP^+^ toxicity by resorting mitophagy, suggesting lipid droplets overwhelm the autophagy machinery.

In the context of ALS, Plin4 upregulation has only been reported in SOD1^G93A^ mice, where it starts before symptom onset and continues to increase to the late stage^58^. However, Plin4 is predominantly expressed in neurons in the SOD1^G93A^ mice, while it is primarily expressed in oligodendrocytes in GA-Nes and GA-Camk2a mice. In addition, PLIN4 expression in oligodendrocytes has been reported in the experimental autoimmune encephalomyelitis mouse model^18^, mirroring the subcellular distribution pattern we observed. These findings, together with our data, support a potential role for Plin4 in primary and secondary demyelinating diseases.

Despite strong upregulation of Plin4, we and others have not observed large lipid droplets in oligodendrocytes under demyelinating conditions. To date, lipid droplets, in this case labeled by Plin1, have only been reported in oligodendrocytes expressing the AD risk allele ApoE4, which is mitigated by CD treatment in both cellular and animal models^15^. Although we did not observe cholesterol crystals or excessive lipid droplets in microglia or oligodendrocytes through (electron)microscopy, lipidomic analysis confirms a strong increase in cholesteryl esters in GA-Nes mice, which is normalized by CD treatment.

### DOLs and Oligodendrocyte dysfunction in ALS

The fascinating discovery of a conserved signature of DOLs in mouse models of Alzheimer’s disease and multiple sclerosis has sparked a new interest in oligodendrocyte biology in other neurodegenerative diseases and mouse models^14,18,19^. It is unclear whether DOLs promote neurodegeneration or reflect a protective response.

Emerging single-nucleus RNAseq data from ALS patients show that the expression of myelin-encoding genes is reduced in oligodendrocytes in the frontal cortex of C9orf72 FTD/ALS and the motor cortex of ALS cases^59,60^, and myelination deficits have been reported^61,62^. In addition, oligodendrocyte deficits have been documented in several ALS mouse models, including SOD1 transgenic mice^13^, FUS knockout mice^63^, and TDP-43 knockout mice^64^. A very recent study reported reduced myelination and cholesterol biosynthesis upon oligodendrocyte-specific expression of mutant TDP-43 M337V in mice, but DOL formation was not investigated^17^. TDP-43 aggregates are also common in oligodendrocytes, particularly in *C9orf72* ALS^4,5^, and *C9orf72* and SOD1 mutations also have direct effects on oligodendrocytes that may harm motor neurons by promoting lactate release^65^. Interestingly, while DPR aggregates have so far only been detected in neurons and ependymal cells, *C9orf72* is also widely expressed in glial cells including oligodendrocytes^7,8,66,67^.

The exact pathway of DOL induction is still unclear, but may involve inflammatory pathways such as STAT and NFκB in myelinating oligodendrocytes^14^. GA-Nes mice show a robust DOL signature in snRNAseq data, with several established markers verified at the protein level. In our initial characterization of the GA-Nes line using anti-GA immunohistochemistry, we mainly detected poly-GA aggregates in neurons^34^. GFP fluorescence from cryosections revealed a more widespread expression of GFP-(GA)_175_ in oligodendrocytes and astrocytes, which is consistent with the expression of Nestin-Cre also in glial progenitor cells. GA-Camk2a mice, which express poly-GA exclusively in excitatory neurons^43^ and rNLS8 mice, with neuronal TDP-43ΔNLS expression, also express key DOL markers, hinting at a non-cell-autonomous induction mechanism. However, given the significant expression of poly-GA in oligodendrocytes in the GA-Nes mice used for most of this study, additional cell-autonomous effects are likely in this model.

Single-cell RNAseq analysis of treated GA-Nes mice suggests that cyclodextrin mainly rescues transgene-induced gene expression changes in oligodendrocytes, including cholesterol dysmetabolism, suggesting DOL conversion may depend on cholesterol or its derivatives. This parallels findings in cancer research, where lipid droplets have been implicated in inflammation and progression through eicosanoid signaling^68^. Interestingly, snRNAseq also shows strong upregulation of ApoD and the corresponding rescue by CD in GA-Nes mice, which mainly binds eicosanoids and lipids other than cholesterol^69^.

DOLs have been observed in AD patients, but to a much lesser extent than in mouse models^14^, possibly due to limitations in available antibodies for many secreted markers. Our findings may help to identify DOL markers that are more widely expressed in human oligodendrocytes in neurodegeneration or demyelination.

### CD as a promising candidate for the therapy of neurodegenerative diseases

CD is commonly used as an excipient in pharmaceutical formulations to enhance the solubility and entrapment of various drugs. Its potential to sequester excess cholesterol has led to preclinical and clinical studies in neurodegeneration and atherosclerosis. In female GA-Nes mice, CD reduces NfL levels and cholesterol dysmetabolism in oligodendrocytes and partially rescues demyelination or improves myelination that occurs in the corpus callosum between P21 and P40. CD is beneficial in cellular and mouse models for Niemann-Pick type C disease, which is characterized by defective cholesterol export from lysosomes due to loss of NPC1 protein^25,70,71^. In the context of AD, CD administration has been associated with increased myelination^15^ and decreased Aβ42 production^72^. In a mouse model of stroke, CD reduced the chronic inflammation and secondary neurodegeneration, thereby averting post-stroke cognitive decline^73^.

Despite initial approval of compassionate use in selected NPC cases, the original CD formulation adrabetadex was later discontinued due to a negative risk/benefit ratio and lack of effect on Neurofilament light chain levels in the CSF^74^. However, a new CD formulation (Trappsol Cyclo) is currently tested in clinical trials for NPC and AD, with promising upregulation of several hydroxylated cholesterol species and reduction of Tau CSF levels as neurodegeneration marker in NPC patients^75^. Interestingly, NPC1 is essential for oligodendrocyte differentiation, and CD treatment partially restores myelination in NPC1 knockout mice^76^. While we detected consistent benefits in a *C9orf72* ALS model with daily CD treatment, weekly dosing had no obvious benefits in SOD1 ALS mice^77^. In addition, many biological studies using CD often do not report the degree of substitution of CD, although it greatly affects its colligative properties^78^, and this could significantly affect treatment outcomes. Our gender-specific responses are consistent with data in NPC mice, although the mechanism remains elusive^39^. Interestingly, cholesterol dysmetabolism is more pronounced in male ALS patients, and testosterone affects myelination in mice^38^. The promyelinating effects of testosterone and differential cholesterol metabolism between the two genders may explain the dichotomy we observed in response to CD treatment, although further studies are needed.

Overall, our research underscores the significance of cholesterol dysmetabolism in C9orf72 ALS and suggests that alleviating CNS cholesterol overload could be a viable therapeutic strategy.

## Methods

### Animal experiments

All animal experiments were conducted in accordance with the German Animal Welfare Law and received approval from the Government of Upper Bavaria (licenses TV 55.2-2532. Vet_02-17-106 and TV 55.2-2532.Vet_03-17-68). All mice were housed in our pathogen-free animal facility in standard cages under a 12-h light/dark cycle with ad libitum access to water and food. Breeding and genotyping schemes of GA-Nes and GA-Camk2a mice followed those outlined in our previous publication^34^. The lines were maintained in a C57BL/6J background. The monogenic lines B6;C3-Tg(NEFH-tTA)8Vle/J (NEFH-tTA line 8, stock #025397) and B6;C3-Tg(tetO-TARDBP*)4Vle/J (tetO-hTDP-43ΔNLS line 4, stock #014650) were obtained from the Jackson Laboratory (Bar Harbor, USA), backcrossed to C57BL/6J background, and intercrossed to generate bigenic regulatable NLS8 (rNLS8) animals^36^. Breeders as well as offspring mice were kept on a doxycycline diet (200 mg/kg, Ssniff, Germany) until the transgene was switched to standard chow lacking doxycycline (Ssniff, Germany).

For all symptomatic lines, mashed wet chow was provided on a petri dish on the cage floor, while the animals also had ad libitum access to normal food and water. Animals were scored daily during the experiment and were monitored for weight, basic awareness and neurological condition, agility, general well-being, and wound healing. While any of these criteria could necessitate euthanasia, GA-Nes mice reached their humane endpoint mainly due to 20% weight loss. Based on the uniform transgene expression, we used multiple brain regions for analysis to adhere to the 3R principles.

(2-Hydroxypropyl)-β-cyclodextrin (CAS #128446-35-5, here referred to as CD, Sigma–Aldrich H107-100G, Degree of Substitution = 5) was dissolved in 30 mM citric buffer (pH 5.0) in normal saline (vehicle) to achieve a 20% concentration. Starting from P21, all mice received daily subcutaneous injections of 2 g/kg CD solution or an equivalent volume of the vehicle. Mice in the survival cohort were treated until they reached the humane endpoint, whereas those in the fixed cohort were harvested at P40. Survival results were analyzed by R version 4.3 and survminer package version 0.4.9 (https://cran.r-project.org/web/packages/survminer/index.html).

Prior to tissue collection, intracardiac blood was collected and centrifuged at 2500 × *g* for 10 min at 4 °C to isolate serum. Animals were perfused with ice-cold PBS prior to brain dissection, where one hemisphere was snap-frozen for biochemical investigation and the other prepared for immunohistochemistry.

GA-Nes mice in the survival experiment (both genders) were obtained from 17 litters, while the P40 cohort (only females were analyzed) was obtained from 30 litters. RNLS8 mice were obtained from three litters, while GA-Camk2a mice were obtained from two litters.

### Electron microscopy

Following perfusion and immersion fixation in 2.5% GA, 4% PFA, and 2 mM CaCl2 buffered in 0.1 M sodium cacodylate at pH 7.4 for 12 h, samples were stored for 3 days in 0.1 M sodium cacodylate buffer. Prior to further processing, 1 × 1 mm^2^ pieces of the hippocampus were dissected from coronal sections with fine scalpels.

Heavy metal staining, dehydration, and resin infiltration were performed following a standard reduced osmium-thiocarbohydrazide-osmium (rOTO) en bloc staining protocol^79^.

EM images were obtained on a Zeiss Crossbeam Gemini 340 SEM with a four-quadrant backscattered electron detector at 8 kV. After low-resolution imaging (9500 nm pixel size) to locate the sections, regions of interest were located at intermediate resolution (ranging from 50 to 200 nm/pixel). Regions of interest were acquired at 4 nm/pixel.

### Immunostaining

Paraffin sections were deparaffinized and rehydrated with xylene/alcohol washes. Heat-Induced Epitope Retrieval was performed in citrate buffer (pH 6) in a steam cooker. Frozen sections were brought to room temperature and subsequently rehydrated in PBS. For CA2+ oligodendrocyte staining in frozen sections, antigen retrieval was performed in citrate buffer (pH 6) at 80 °C. When using mouse IgG primary antibodies, ReadyProbes Mouse on Mouse IgG blocking solution (Invitrogen, R37621) was used, according to the manufacturer’s specification. Subsequently, the sections were blocked and permeabilized with 5% FBS and 0.1% Triton-X-100 for 1 h at room temperature. Primary antibodies were prepared in blocking solution (2% FBS, 2% BSA, and 0.2% fish gelatin in PBS). Upon applying the primary antibody solution, slides were incubated in a humid chamber overnight at 4 °C, followed by two 5-minute washes in PBST (0.05% Tween-20 in PBS) and a final wash in PBS on the following day. After incubation of secondary antibodies for 1 h at room temperature, slides were washed as described before. Subsequently, the sections would be incubated in a DAPI (4′,6-Diamidino-2-Phenylindole, Dihydrochloride, Invitrogen, D1306) solution for 20 min, followed by two PBS washes (5 min). Lastly, sections were coverslipped (No. 1.5H, 170 ± 5 µm) with ProLong Diamond Antifade Mountant (Invitrogen, P36970).

The following primary antibodies were used: Serpin A3N (R&D Systems, AF4709, 1:200), PLIN4 (Novus Bio, NBP2-13776, 1:200), GFAP (SySy, 173 006, 1:500), IBA1 (Abcam, ab283346, 1:400; and Fujifilm Wako, 019-19741, 1:500), CA2 (R&D Systems, MAB2184, 1:200), S100B (NovusBio, NB110-57478, 1:200), Dcx (Proteintech, 13925-1-AP, 1:100), NeuN (Abcam, AB104224, 1:200).

The following secondary antibodies were used: goat anti-chicken Alexa Fluor 647 (Invitrogen, A21449, 1:250), donkey anti-goat Alexa Fluor Plus 488 (Invitrogen, A32814, 1:250), donkey anti-goat Alex Fluor Plus 555 (Invitrogen, A32816, 1:250), donkey anti-rabbit Alex Fluor Plus 555 (Invitrogen, A32794, 1:250), goat anti-rat Alexa Fluor 647 (Invitrogen, A-21247, 1:250), donkey anti-mouse Alexa Fluor Plus 647 (Invitrogen, A32787, 1:250).

### Microscopy and image analysis

All fluorescence microscopy images in this study were captured using a Zeiss LSM710 confocal laser scanning microscope with ZEN 2010 software. Brightfield images were obtained with Leica DMi8 inverted microscope. To analyze images, Python 3.8 was used with the following packages: aicsimageio version 4.9.4 (https://github.com/AllenCellModeling/aicsimageio), numpy version 1.23.5^80^, opencv-python version 4.6.0^81^, scikit-image version 0.19.3^82^, Cellpose^83^, and pandas version 2.0.3. CZI files were read into Python using the AICSimageio library. Cellpose models were used to quantify cell count in confocal images as well as the number of myelinated axons in EM images. For Z-stacks, every z-plane was analyzed separately, and the results were averaged. To assess the staining area, images were thresholded (manually or with threshold_li from scikit-image, as appropriate). Further background areas consisting of very small noise were also removed using a size filter (scikit-image). Colocalization was assessed using numpy array overlap and labeled using scikit-image. The results of the analyzes were plotted with the ggplot2 library version 3.5.1 in R version 4.4.1.

### Immunoblotting

To extract proteins from tissue, frozen hindbrains were pulverized with a pestle and mortar. RIPA buffer (Serva, 39244.01) supplemented with 2% sodium dodecyl sulfate (SDS) and Halt protease inhibitor cocktail (Thermo Scientific, 78429) was added. Homogenization was done in Percellys 2 mL soft tissue tubes (Bertin Corp., P000912-LYSK0-A) with the Percellys homogenizer at 4 °C. Protein concentration was determined with BCA assay (Thermo Scientific, 23225).

For immunoblotting, Novex 10–20% Tricine gels (Invitrogen, EC66252BOX) were loaded with 20 µg of protein per well. Transfer was done using iBlot2® PVDF mini stacks (Invitrogen, IB24002) on an iBlot2 gel transfer device (Invitrogen, IB21001) using the default P0 program. Membranes were blocked with 0.2% iBlock (Invitrogen, T2015) in TBS Triton-X-100 for 1 h at room temperature, while shaking. Serpin A3N (R&D Systems, AF4709; 1:2000) and Calnexin (Enzo, ADI-SPA-860-F; 1:7000) antibodies and their respective anti-goat HRP and anti-rabbit HRP conjugated antibodies (1:5000) were used for western blotting. HRP-bound proteins were detected with Immobilon Forte Western HRP substrate (Millipore, WBLUF0500) using cytiva’s Amersham ImageQuant 800 device.

### Immunoassays

To perform MSD immunoassays, V-PLEX Proinflammatory Panel 1 Mouse kit (MSD, K15048D-2) and V-PLEX Cytokine Panel 1 Mouse kit (MSD, K15245D-2) were used on hindbrain lysates. For the proinflammatory panel, 13 mg/mL of protein per well was taken, while 5 mg/mL of protein per well was needed for the cytokine panel. The assay was performed according to the manufacturer’s protocol, and the plates were read with MSD’s MESO QuickFlex SQ 120MM plate reader. Concentrations of the biomarkers were calculated in manufacturer’s software, and the exported values within detection range were taken to R for visualization and statistical analysis, as described previously.

Serum NfL was measured with the NF-light Advantage Assay Kit (Quanterix, Cat. No. 103186) according to the manufacturer’s protocol.

### Cholesterol and cholesteryl ester measurement

Midbrain homogenates were prepared at 100 mg/mL in PBS with 20 µg/mL BHT using Precellys Ceramic Beads at 4 °C. Homogenates were stored at −80 °C and then thawed to room temperature for lipid extraction. 50 µL of homogenate were transferred to glass Qsert vials containing 200 µL isopropanol with internal standards (UltimateSplash ONE, Avanti Polar Lipids). Samples were vortexed for 10 min at room temperature and then placed at −20 °C for 60 min. Samples were centrifuged for 20 min at 4000 × *g* at 10 °C. 150 µL supernatant was transferred to new glass Qsert vials. Samples were stored temporarily at −80 °C, then thawed, and 75 µL were diluted with 25 µL isopropanol prior to LC-MS analysis of cholesterol and cholesteryl esters. A Waters Acquity Premier UPLC system was used to inject 5 µL onto a Thermo Scientific Accucore C30 LC column (2.1 × 150 mm, 2.6 µm) at 45 °C at a constant flow rate of 0.26 mL/min with initial mobile phase composition 70% A (60% acetonitrile, 40% water, 0.1% formic acid, 10 mM ammonium formate) and 30% B (88% isopropanol, 10% acetonitrile, 2% water, 0.1% formic acid, 10 mM ammonium formate). Mobile phase B was increased to 43% at 2.00 min, to 55% at 2.10 min, to 65% at 12.00 min, to 85% at 18.00 min, to 100% at 20.00 min, held at 100% for 5.00 min, then equilibrated at 30% B for 5.00 min. Full MS scans in positive polarity were acquired on Thermo Scientific Q Exactive Plus mass spectrometer, with resolution setting 70,000 (at 200 m/z), AGC target 1e6, maximum injection time 256 ms, with scan range 365–380 m/z from 0 to 16 min and 630–780 m/z from 16 to 30 min. Peak areas for cholesterol and cholesterol esters were extracted from the raw data using Thermo Scientific Xcalibur software.

### snRNAseq nuclei isolation and library preparation

Nuclei from P40 female hippocampi with acceptable RNA quality RNA Integrity Number (RIN) >7, with Agilent RNA 6000 Nano kit (Agilent, 50671511), were isolated according to Frankenstein protocol for nuclei isolation from fresh and frozen tissue^84^. Nuclei were sorted via fluorescence-activated nuclei sorting (FANS) by a DAPI+ gate and two further gates of NeuN-positive and NeuN-negative nuclei (anti-NeuN antibody from Abcam, ab190195) to obtain 5000 neurons and 5000 glia per sample, respectively.

The nuclei were processed with Chromium Next GEM Single Cell 3′ Kit v3.1 (10x Genomics, 1000268) generate the cDNA libraries for this study. Gel Bead-in-Emulsions (GEMs) were generated with chip G (10x Genomics, 1000120) on the microfluidic platform 10x Genomics Chromium Single Cell Controller. Next, the samples were uniquely barcoded to distinguish the mRNAs (each having unique molecular identifier (UMI)) from different nuclei.

The cDNA was extracted with Dynabeads MyOne SILANE beads (Invitrogen, 370–12 D) and amplified by PCR. The PCR product was purified with SPRIselect reagent (Beckman Coulter, Cat #B23318). Subsequently, the 3′ gene expression library was constructed with primers for Illumina NGS platform and Dual Index Kit TT set A (10x Genomics, 1000215), which allows individual sample identification.

The pooled libraries were sequenced on Illumina’s NovaSeq6000 system using S4 flow cell type (500 M reads/sample) with a 2 × 150 bp paired-end read length.

### snRNAseq data analysis

The raw sequencing data were initially processed using Cell Ranger software from 10x Genomics to align reads to the mouse reference genome, followed by the creation of a Seurat object. A series of quality control measures were performed on the data where doublet score was calculated on a sample level. Then clustering was performed with high resolution, and clusters with more than 20% doublets were completely removed. Next, clusters with low-quality cells (mitochondrial gene expression, too many/few genes/UMIs) were also fully removed. Subsequently, we performed more rigorous quality control, where we deleted the individual cells with a higher-than-average doublet score or mitochondrial content using Seurat version 4.3.0^85^ in R 4.2.0.

Using Seurat’s built-in functions, the Seurat object was normalized by a scale factor of 10,000, and variable features were found using 3000 features with the “vst” selection method. The data was then scaled, and principal component analysis (PCA) was run on it with 25 dimensions (minimum 15 necessary as per elbow plot). Next, the data was integrated using Harmony version 0.1.1^86^. The Seurat object subsequently underwent dimensionality reduction by UMAP with 45 dimensions (as informed by the elbow plot) and the reduction parameter set to ‘harmony’. “FindNeighbors” function was then used to prepare the data for clustering, with 45 dimensions. To achieve optimal clustering, we tried multiple resolutions in the function “FindClusters”. Based on analysis of these clusters with clustree version 0.5.0^87^ and manual inspection of the UMAPs, we chose a resolution of 0.45 as the best compromise.

To annotate the clusters, “FindAllMarkers” function from Seurat was used, and the outputs were sorted. Some clusters were identified by known markers, such as GFAP, as a marker for astrocytes. For other clusters, the top markers were fed into PanglaoDB^88^ to have a more informative and less biased clustering. Clusters that identified dentate gyrus (DG) neurons were identified with Janelia’s Hipposeq^89^ based on their top markers.

To perform pseudobulk analysis, the data were converted using SingleCellExperiment package version 1.20.0^90^. The complete expression data are shown in Supplementary Data 3. Aggregated count data were fed to DESeq2 package version 1.36.0^91^ to obtain differentially expressed genes and generate PCA plots. All FeaturePlots and DotPlots were generated via Seurat’s built-in functions.

### iPSC derived neuron model

Human neurons were generated by doxycycline-mediated induction of NGN2 expression in small molecule neural precursor cells (smNPC) from a healthy female donor as previously described (GM23280, iPSC line obtained from the Coriell Institute)^92,93^. The smNPCs are maintained in expansion medium containing N2B27 medium supplemented with CHIR99021 (StemCell Technologies, 100–1042; 3 µM), PMA (0.5 µM), and ascorbic acid (Sigma, A8960; 64 mg/L). For treatment, smNPCs are differentiated into iNeurons through NGN2 expression induced by doxycycline (2.5 µg/mL). After induction, smNPCs differentiate into iNeurons within 5 days, demonstrating robust neuronal identity in this model, with MAP2 as a pan-neuronal marker and BRN2 as a marker for upper cortical layer neurons^93,94^, which was further confirmed by transcriptomics (GEO GSE285209).

iNeurons are transduced with (GA)_149_-GFP and GFP lentiviral constructs on day 7, media change to remove excess virus on day 8, and CD (2.5 mg/mL) treatments were initiated at day 10. CD was added to the media at the same concentration every other day. On day 19, RNA was isolated using Qiagen RNeasy Micro Kit according to the manufacturer’s instructions. The transcriptome analysis was performed at BGI (China). After cDNA library preparation, 100 bp pair-ended sequencing was performed on a DNBSEQ platform at a depth of ~20 million read pairs per sample. Reads were aligned to the human genome (GRCh38.p14) at BGI, and differential gene expression was analyzed using SummarizeOverlaps and DESeq2^91^. The complete expression data are shown in Supplementary Data 4.

### Bulk RNAseq and analysis

We reanalyzed several previously published transcriptomics datasets for GA-Nes mice^34^, GA-CFP mice (GEO GSE138413)^37^, and rNLS8 mice (GEO GSE233669)^51^. To replicate the GA-CFP (GSE289729) and rNLS8 (GSE290262) data, we used the control groups from ongoing treatment studies. Briefly, total RNA was extracted from mouse brain cortex with the RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s instructions. Quality control was performed, and RNA samples with RIN values above 7 (Agilent) were sent to BGI Genomics (China) for transcriptome analysis. Data were aligned to the mouse genome (GRCm38), and differential gene expression was analyzed using DESeq2. For the GA-Camk2a mouse line we used Prime-seq^95^ from multiple brain regions for a more extensive study. The relevant data can be found at GEO with accession GSE291440. Data were aligned to the mouse genome (GRCm39), and differential gene expression was analyzed using DESeq2. For the human ALS transcriptomics data, we downloaded all publicly available RNAseq data from TargetALS (June 2024). We included all spinal cord samples from patients with ALS and controls without CNS comorbidity and with available C9orf72 genotype information. Reads were aligned to GRCh38 using STAR aligner v2.4.2a from the New York Genome Center and further processed by us using SummarizeOverlaps in R. Count tables were analyzed using DESeq2^91^ in a linear model adjusting the diagnosis for sex and anatomical subregions (cervical: 19 controls, 131 ALS, 28 C9orf72 ALS; thoracic: 9 controls, 46 ALS, 7 C9orf72; lumbar: 16 controls, 122 ALS, 24 C9orf72 ALS). Analyzing two subgroups (before and after June 2020) gave the same results (data not shown).

### Statistics and reproducibility

Statistical analyzes were performed using R version 4.3. Statistical significance was determined using Welch’s *t*-test or Mann–Whitney *U*-Test for pairwise comparison or using one-way ANOVA for multiple comparisons followed by Tukey’s HSD posthoc or Fisher’s LSD. All analyzes were two-tailed. Tukey’s HSD posthoc inherently corrects for multiple comparisons. The survival curves were generated with the Survminer package in R, and the statistical comparison was conducted using Log-Rank test. Experimental group sizes (n) and *p* value significance levels are reported in the figures, their legends, and the Source Data file. *p* values less than 0.05 were considered to be statistically significant. In all the boxplots, the bounds of the box span from 25% to 75% percentile (first and third quartiles), and the whiskers represent the most extreme data points that are within 1.5 times the interquartile range (IQR) of those quartiles. The line in the middle of boxplots represents the median. In addition, individual data points are plotted. Source data are provided for all the underlying raw data, statistics, and blots.

After observing beneficial effects of CD in a pilot study, we generated three additional cohorts for replication and tissue collection for biochemistry, histology, and EM analysis, with reproducible results. Treatment with CD or vehicle was randomized using a random number generator. snRNAseq and its initial analysis were blinded. The genotype of GA-Nes mice could not be concealed from researchers due to obvious pathology. The subsequent wet lab experiments (e.g., staining) were effectively blinded.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Source Data is provided as a Source Data file including raw data and underlying statistical analyzes of figures. SNRNAseq data can be accessed under GEO accession number GSE262778. Bulk RNAseq data iPSC-derived neurons (GSE285209), GA-CFP mice (GSE289729), rNLS8 (GSE290262), and GA-Camk2a mice (GSE291440) are available at NCBI GEO. Data is available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice
**Source:** Nat Commun. 2025 Apr 11;16:3442. doi: 10.1038/s41467-025-58634-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary information for:**

**Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice**

Ali Rezaei, Virág Kocsis-Jutka, Zeynep I. Gunes, Qing Zeng, Georg Kislinger, Franz Bauernschmitt, Huseyin Berkcan Isilgan, Laura R. Parisi, Tuğberk Kaya, Sören Franzenburg, Jonas Koppenbrink, Julia Knogler, Thomas Arzberger, Daniel Farny, Brigitte Nuscher, Eszter Katona, Ashutosh Dhingra, Chao Yang, Garyfallia Gouna, Katherine D. LaClair, Aleksandar Janjic, Wolfgang Enard, Qihui Zhou, Nellwyn Hagan, Dimitry Ofengeim, Eduardo Beltrán, Ozgun Gokce, Mikael Simons, Sabine Liebscher, Dieter Edbauer

This PDF file includes Figures S1 to S13.

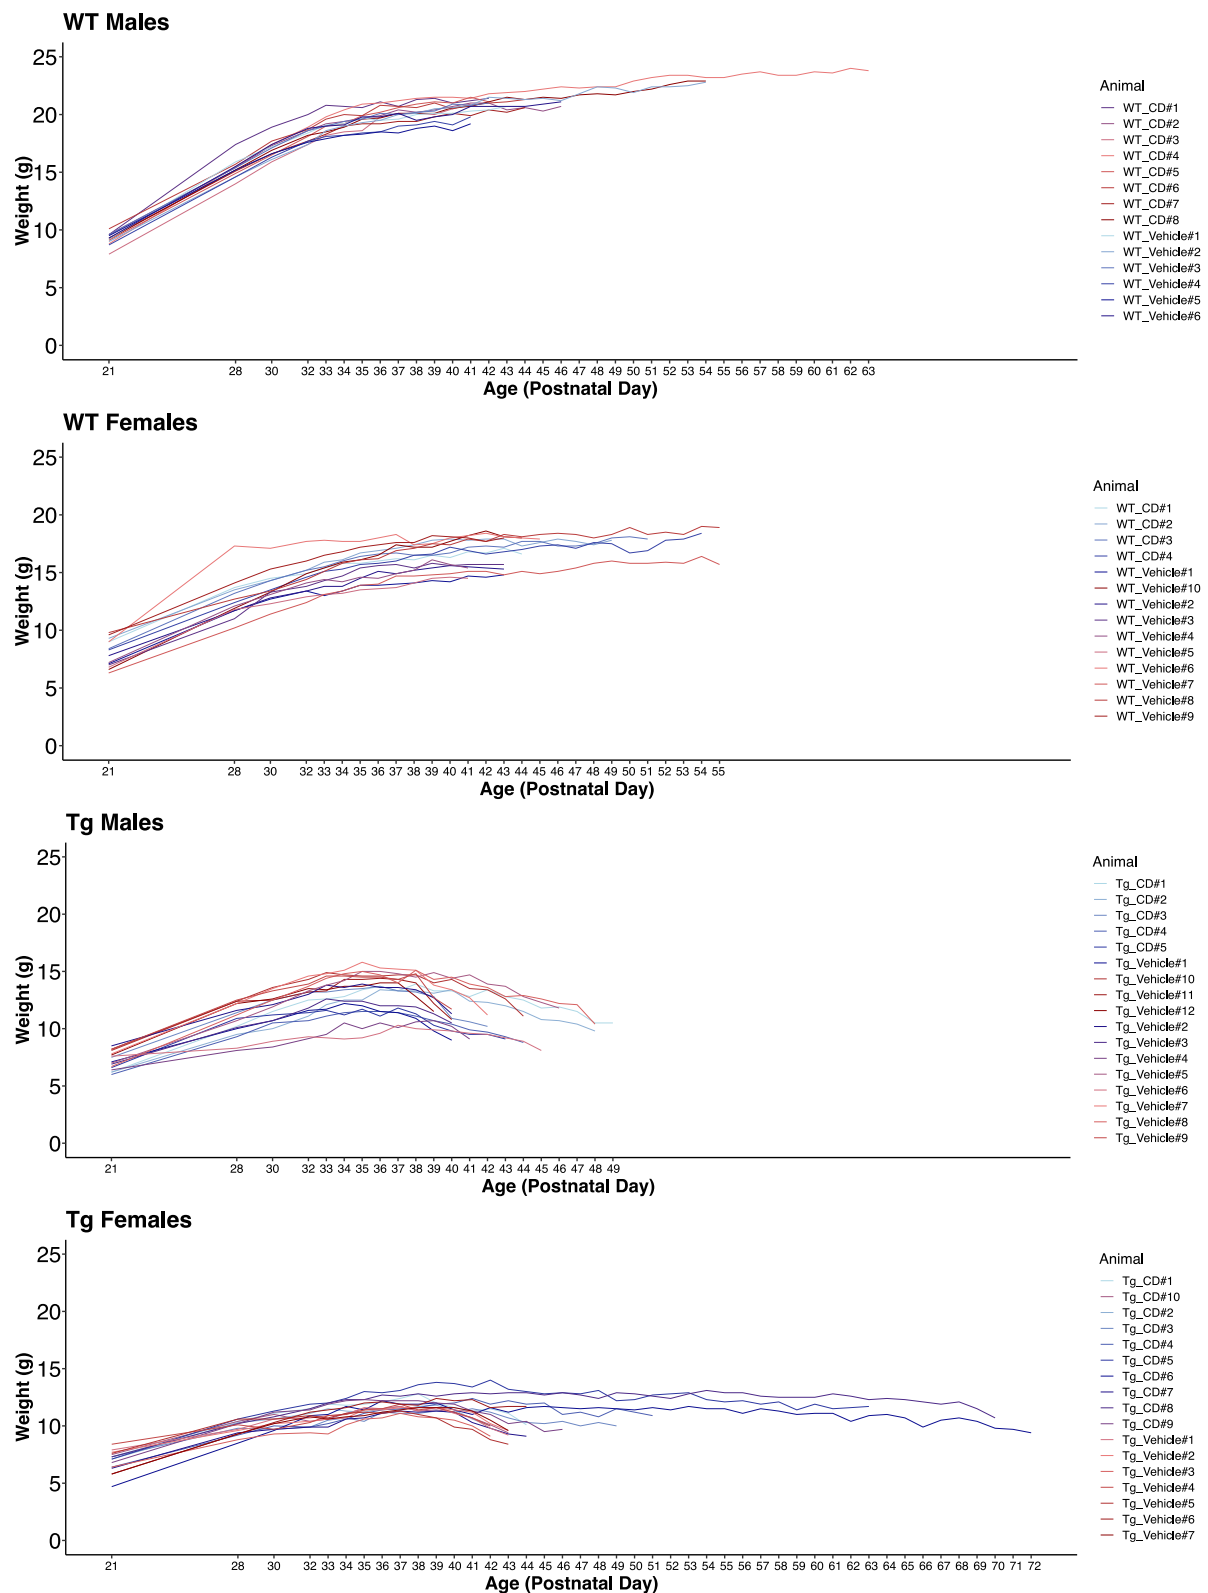

**Figure S1 | CD treatment ameliorates the body weight loss in female GA-Nes mice.**

Body weights of GA-Nes and wild-type littermates from the survival study in Figure 1b-c are plotted on P21, P28, P30, P32 and every day after P32 until euthanasia. CD does not appear to affect body weight in either wild-type or male transgenic animals. In female GA-Nes animals, the rate of body weight loss is slowed, resulting in longer survival, as the most common reason for euthanasia in GA-Nes mice is a body weight loss of 20% below the maximum weight.

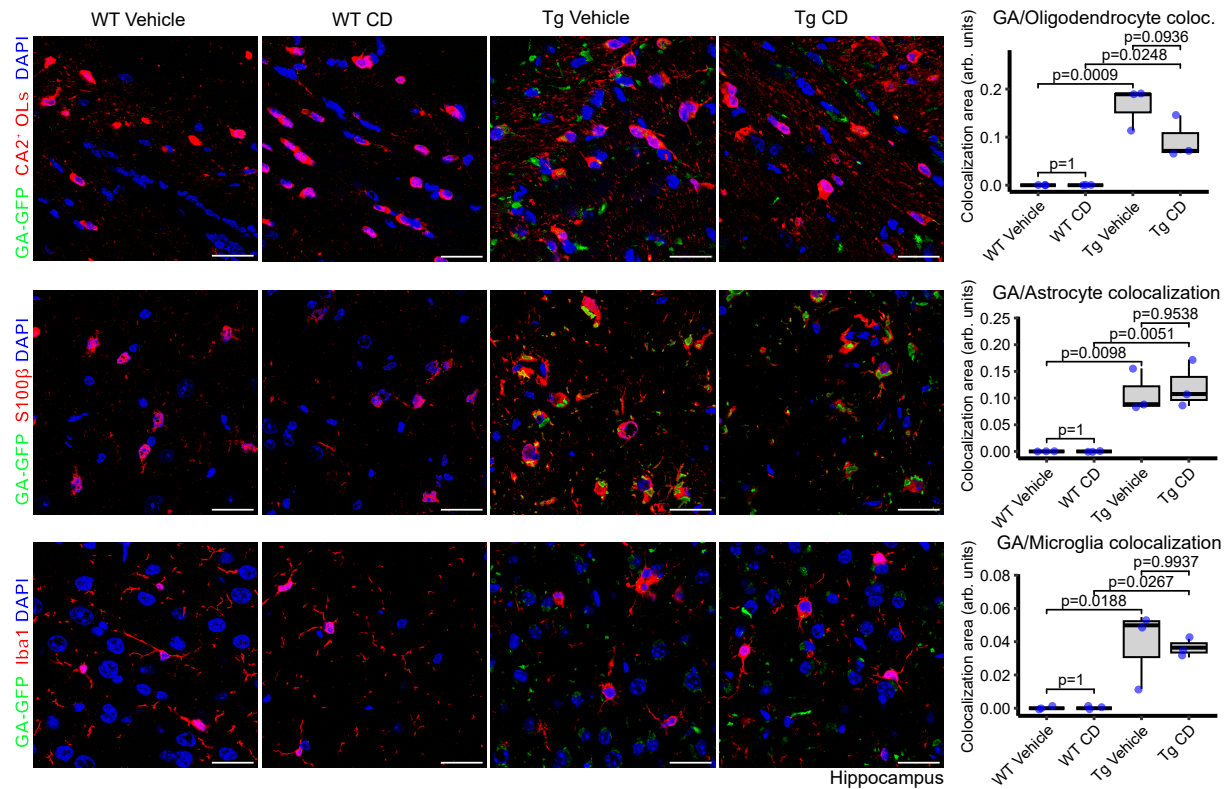

**Figure S2 | GFP-(GA)<sub>149</sub> is widely expressed in oligodendrocytes and astrocytes in GA-Nes mice.**

Immunofluorescence analysis of glial marker proteins and endogenous GFP-(GA)<sub>149</sub> fluorescence and quantification of colocalization area. Transgene expression is widespread in oligodendrocytes and astrocytes, but CD does not significantly affect colocalization. In microglia, colocalization of GFP-(GA)<sub>149</sub> is much less compared to the other glial subtypes and CD has no significant effect. n=3 in each of the four conditions, from independent biological replicates (ANOVA with Tukey's HSD posthoc test).

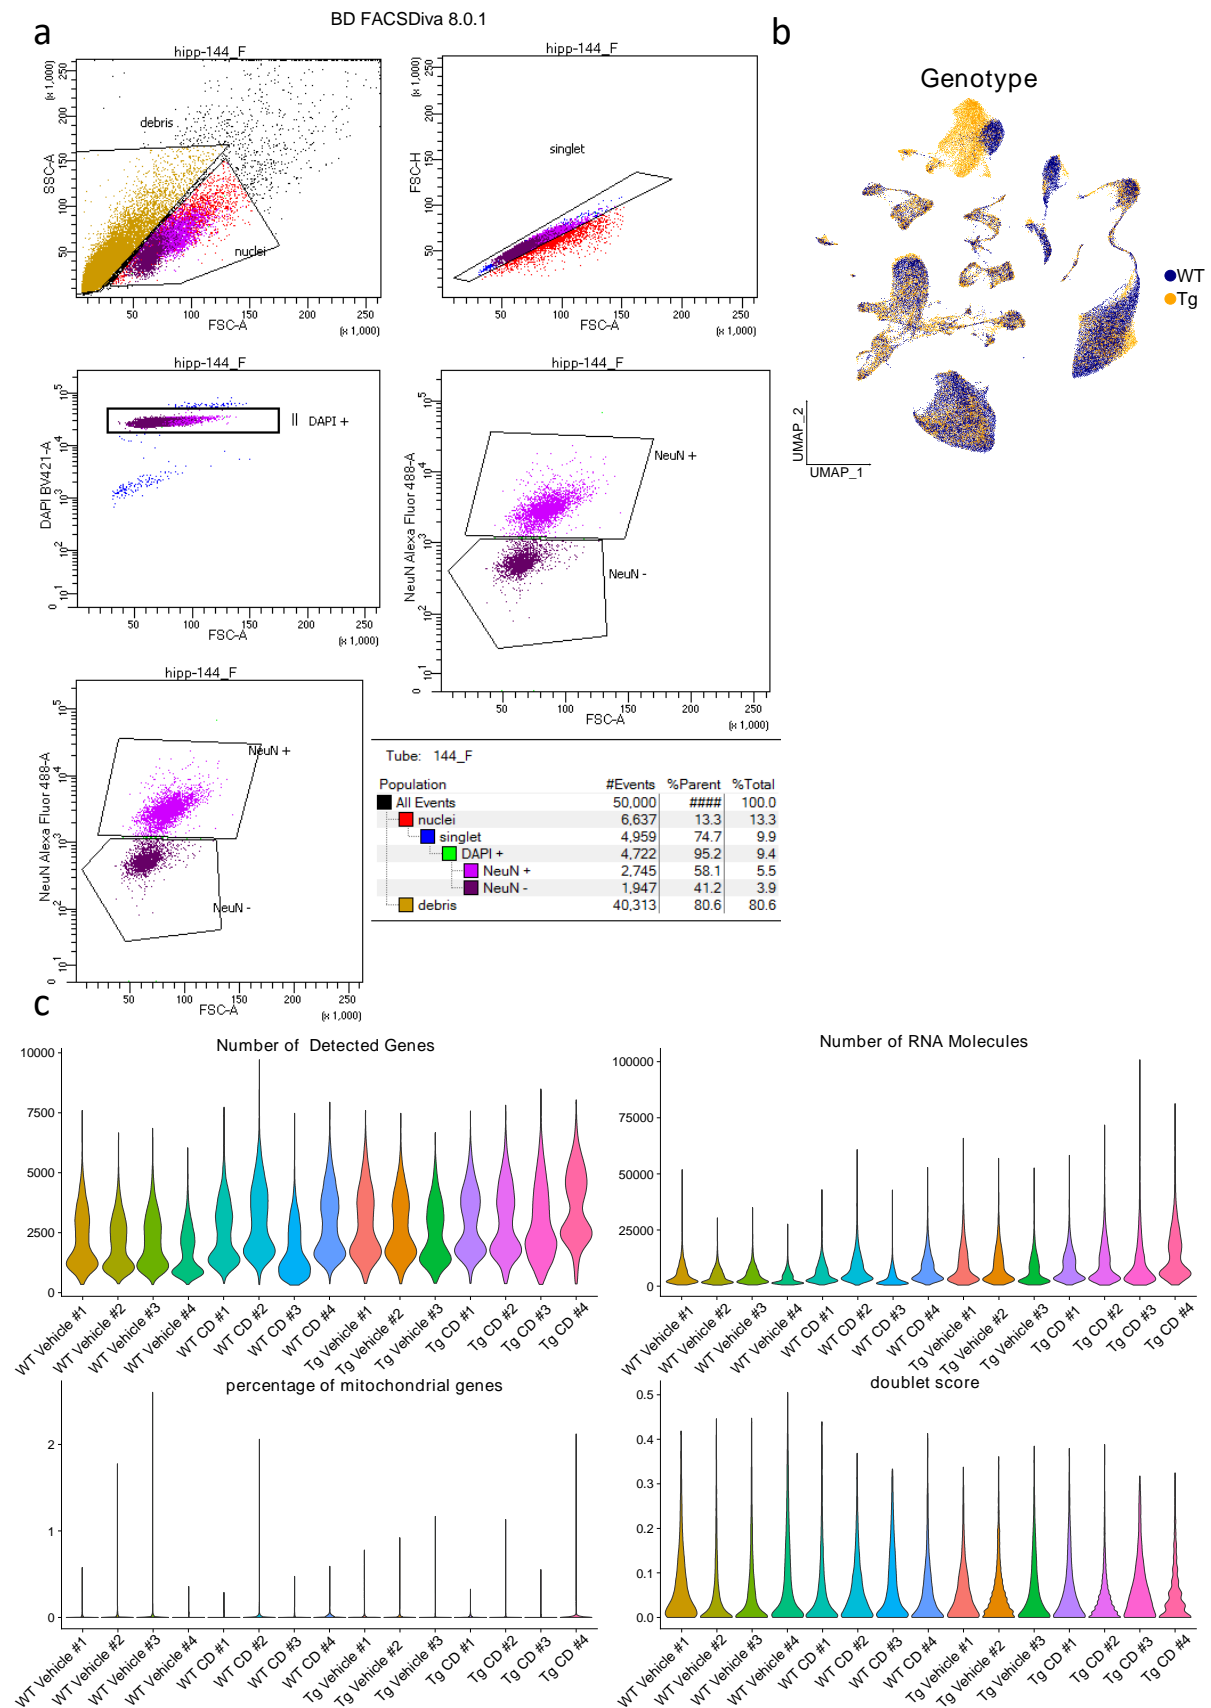

**Figure S3 | GA-Nes FANS and snRNAseq QC.**

**a)** An example of the Fluorescence-Activated Nuclei Sorting (FANS) pipeline applied to each sample is depicted. 10,000 DAPI+ nuclei are sorted into 5000 NeuN<sup>+</sup> and NeuN<sup>-</sup> events. **b)** UMAP with shuffled points (to avoid complete overlap in certain clusters) highlights the effect of transgene expression on microglia and oligodendrocytes in GA-Nes mice. **c)** QC measurements for all 15 animals in snRNAseq show similar and good quality across all samples.

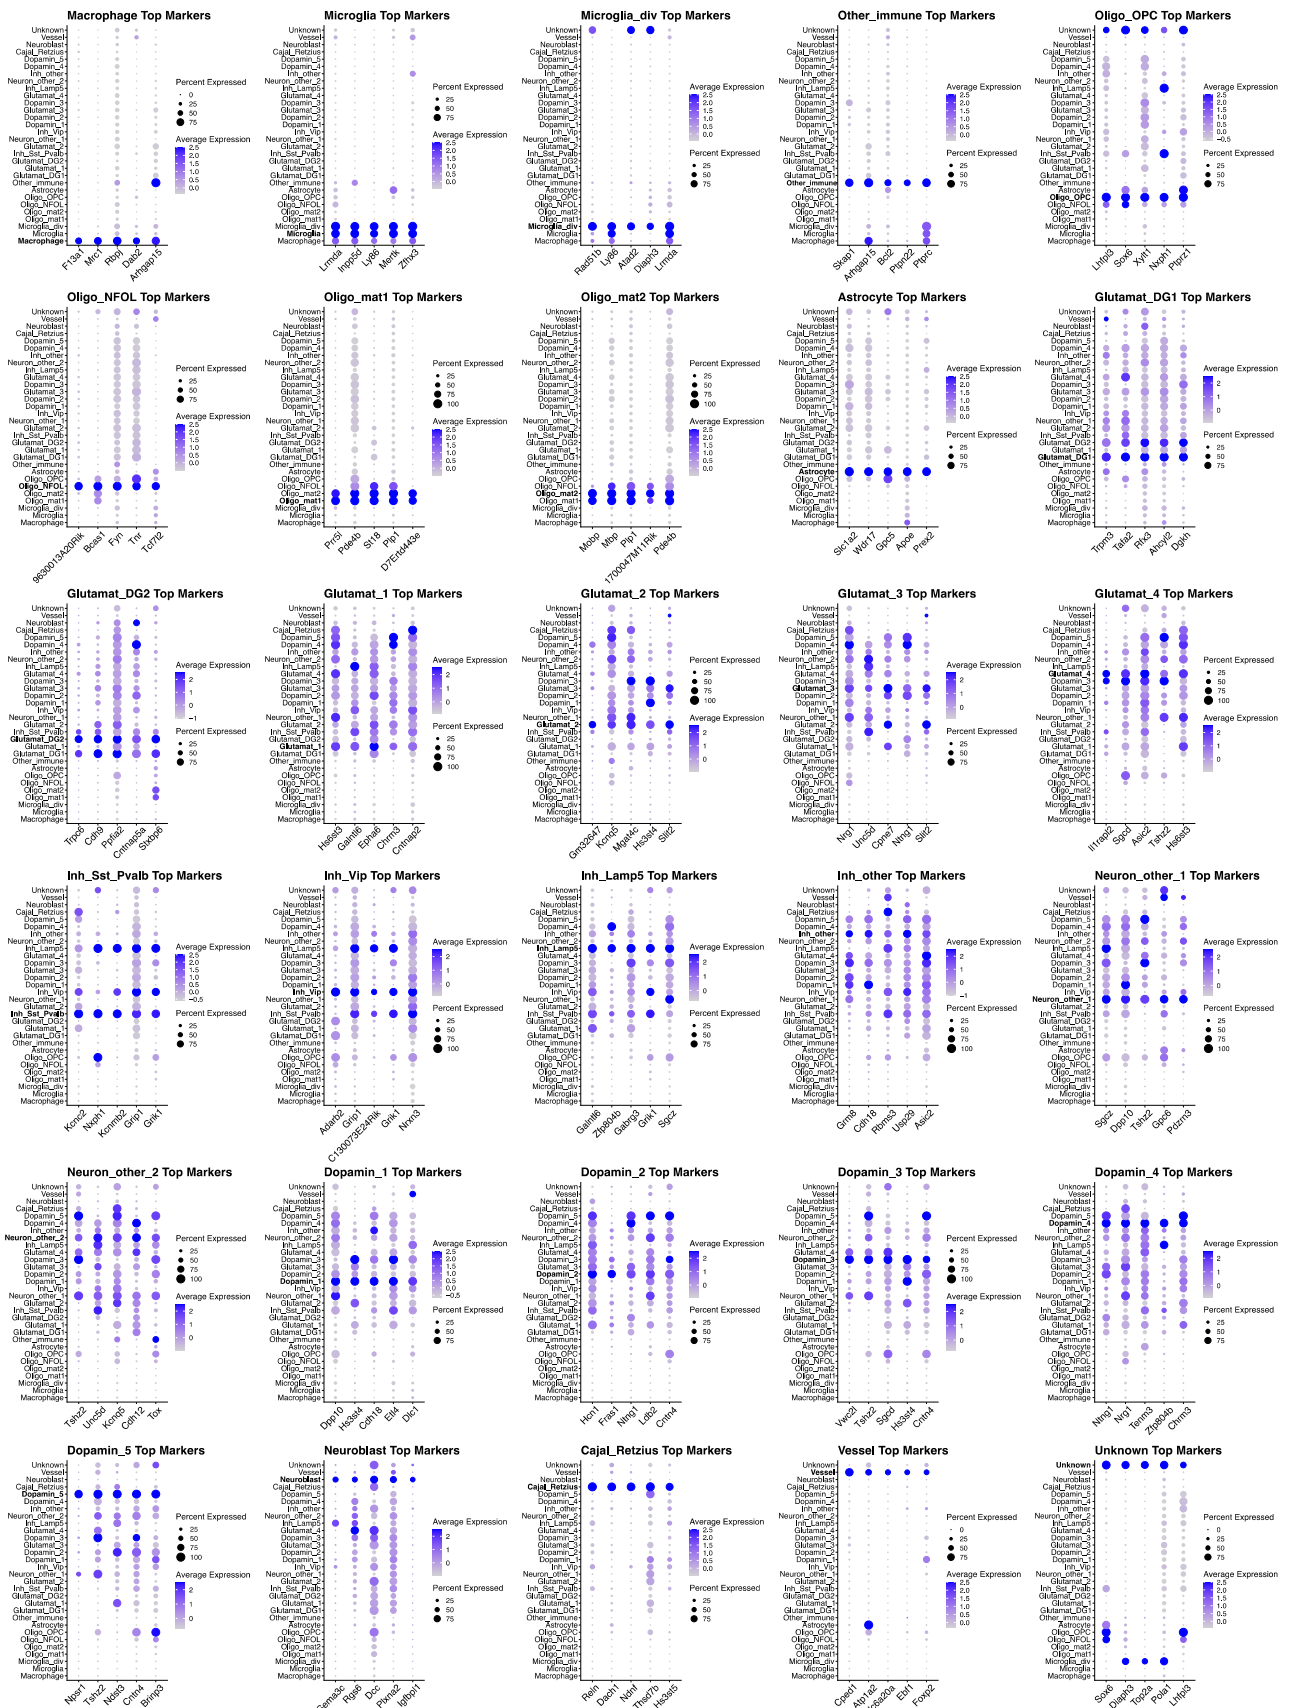

**Figure S4 | Top marker expression in each cluster across all clusters of GA-Nes mice.**

DotPlot of expression of the top 5 markers (generated by Seurat) in each cluster is depicted across all clusters in GA-Nes mice.

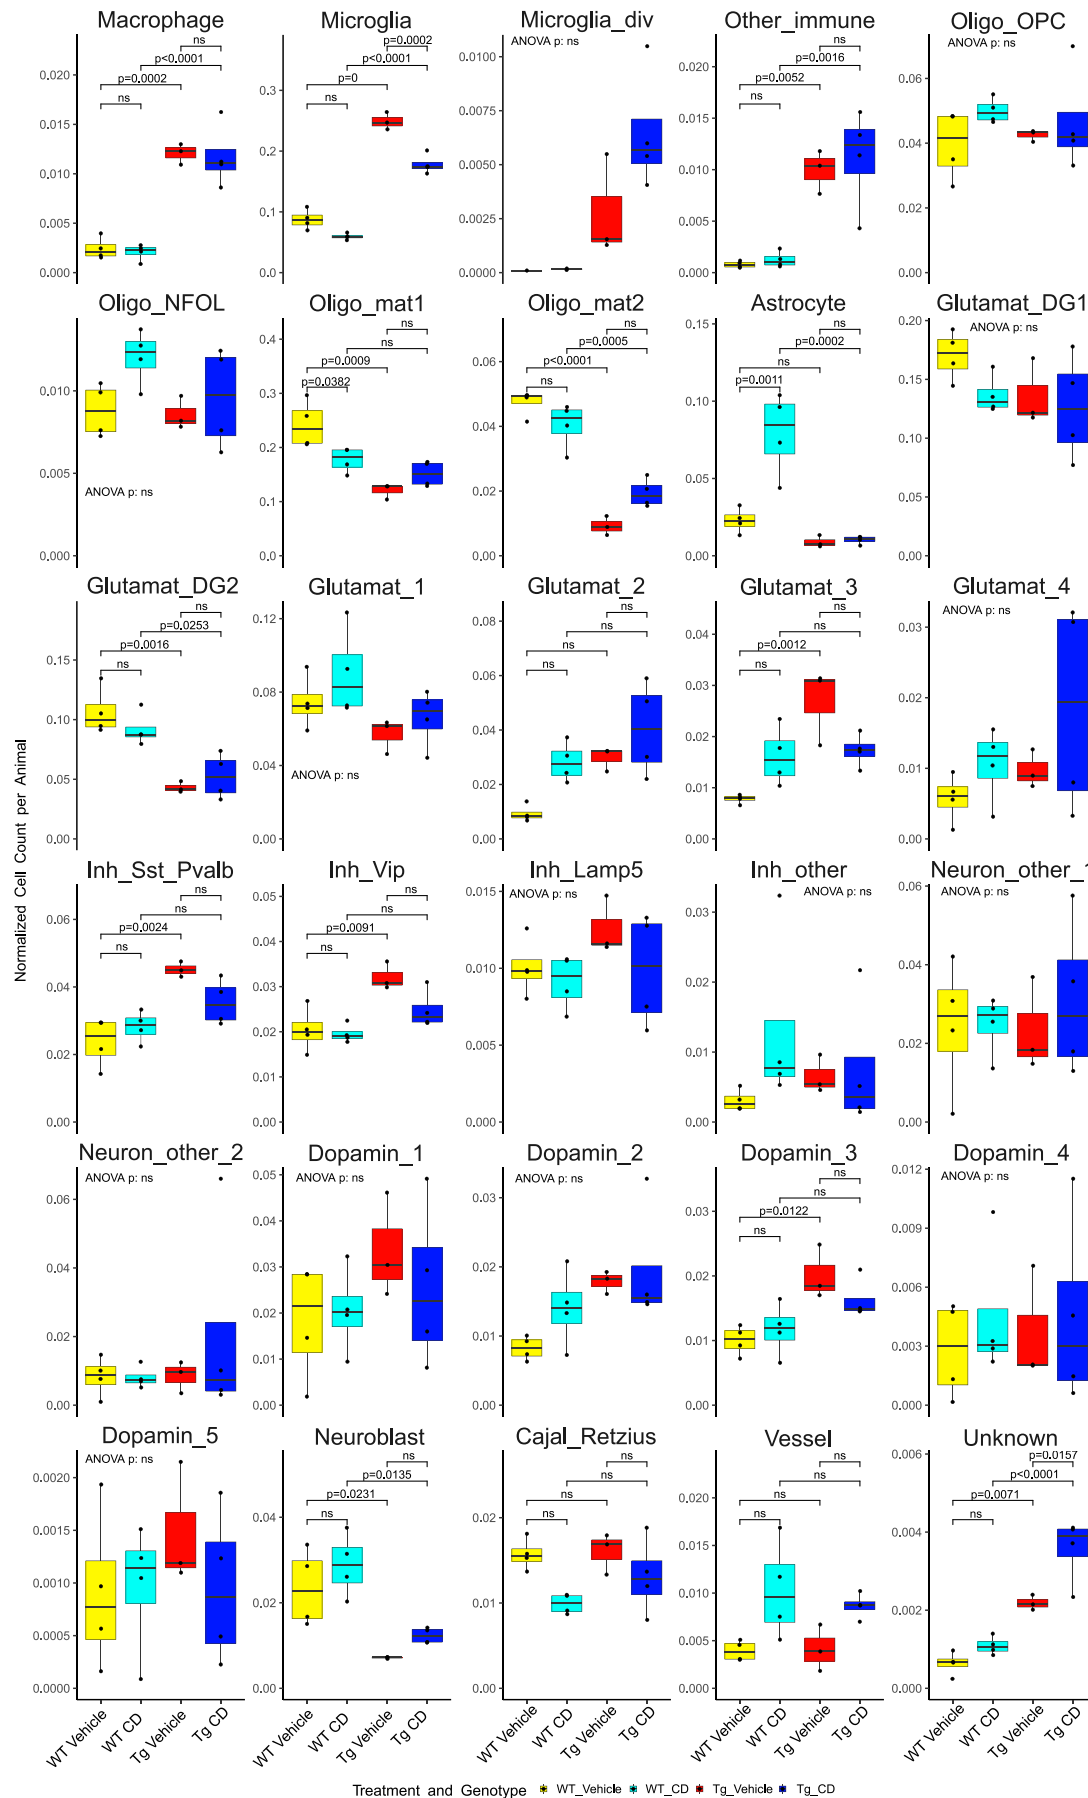

**Figure S5 | Immune cells are upregulated in GA-Nes mice.**

Normalized number of nuclei from snRNAseq in each cluster per each animal for each of the four experimental conditions is normalized to the total number of detected nuclei from the respective animal. This number is then compared across the four conditions (ANOVA with Tukey's HSD; n: WT Vehicle=4, WT CD=4, Tg Vehicle=3, Tg CD=4).

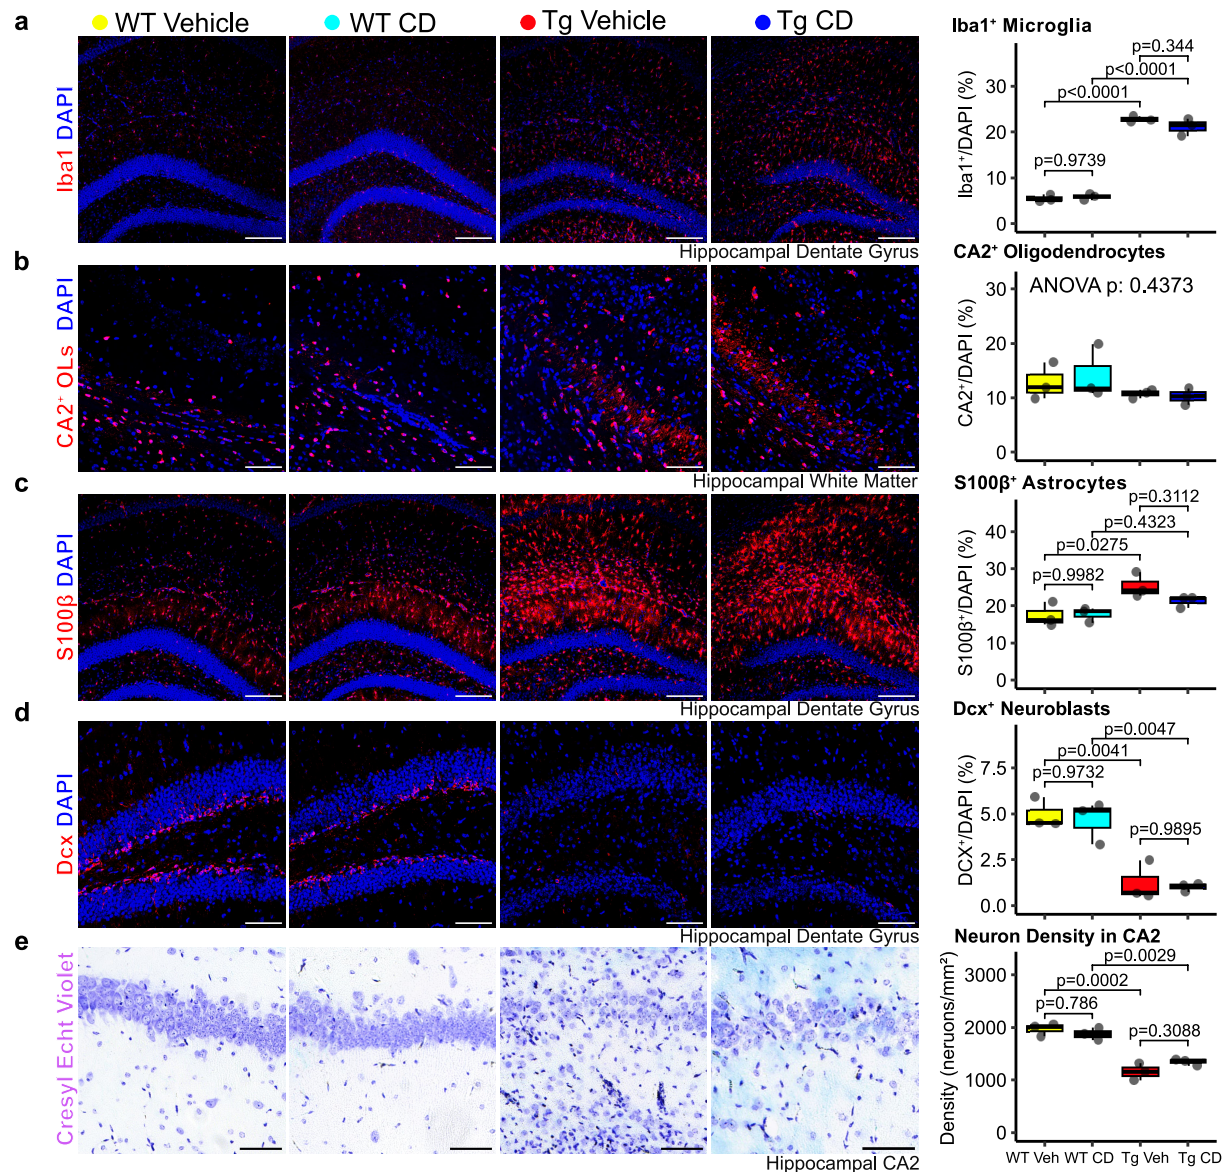

**Figure S6 | Cell density at P40 is affected by transgene expression but not by CD in GA-Nes mice.**

Analysis of glial and neuronal cell counts using immunofluorescence and cresyl violet staining in P40 GA-Nes mice treated with CD or vehicle as in Figure 1. Quantitative analysis from hippocampal regions as indicated using  $n=3$  independent biological replicates in each condition (ANOVA, post hoc by Tukey's HSD). **a)** GA-Nes mice show increased Iba1<sup>+</sup> microglia numbers, but CD treatment has no effect. **b)** CA2<sup>+</sup> oligodendrocyte density is not significantly affected by transgene expression or CD treatment. **c)** S100β<sup>+</sup> astrocyte density is increased in GA-Nes mice, but CD injection does not significantly change astrocyte density. **d)** Dcx<sup>+</sup> neuroblasts are significantly reduced with transgene expression, and CD does not rescue this loss. **e)** Neuron density in the hippocampal region of the CA2 hippocampus is significantly reduced, but CD injection does not rescue the neuron loss.

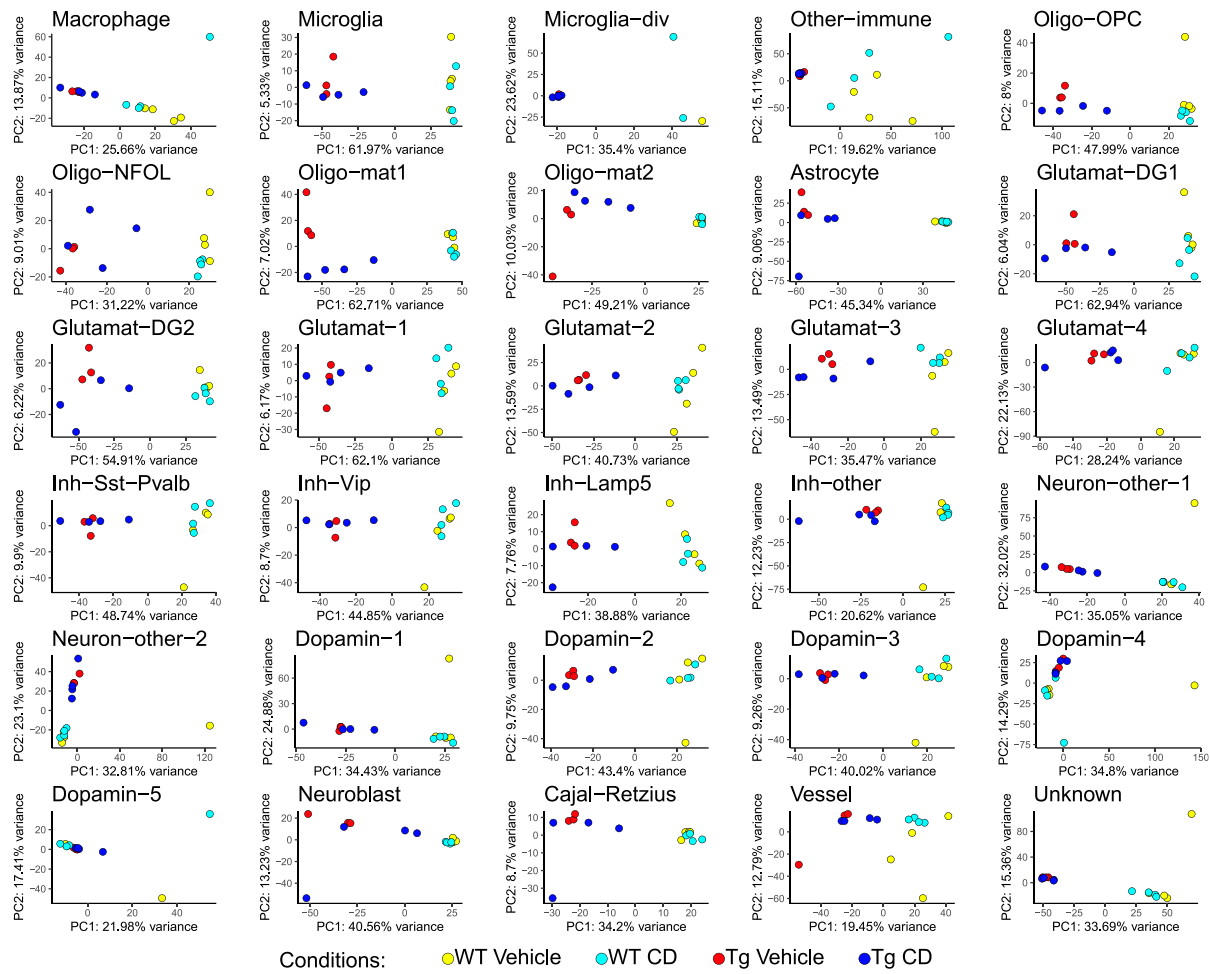

**Figure S7 | Principal component analysis within each cluster separates wildtype and transgenic animals.**

Pseudobulk analysis is performed for each cluster, and a PCA is performed on all expressed genes across animals in the four conditions. The PCA clearly separates the transgenic animals from wildtype animals across almost all clusters. CD treatment on transgenic mice is most clearly shown in mature oligodendrocyte clusters and neuroblast clusters (n: WT Vehicle=4, WT CD=4, Tg Vehicle=3, Tg CD=4).

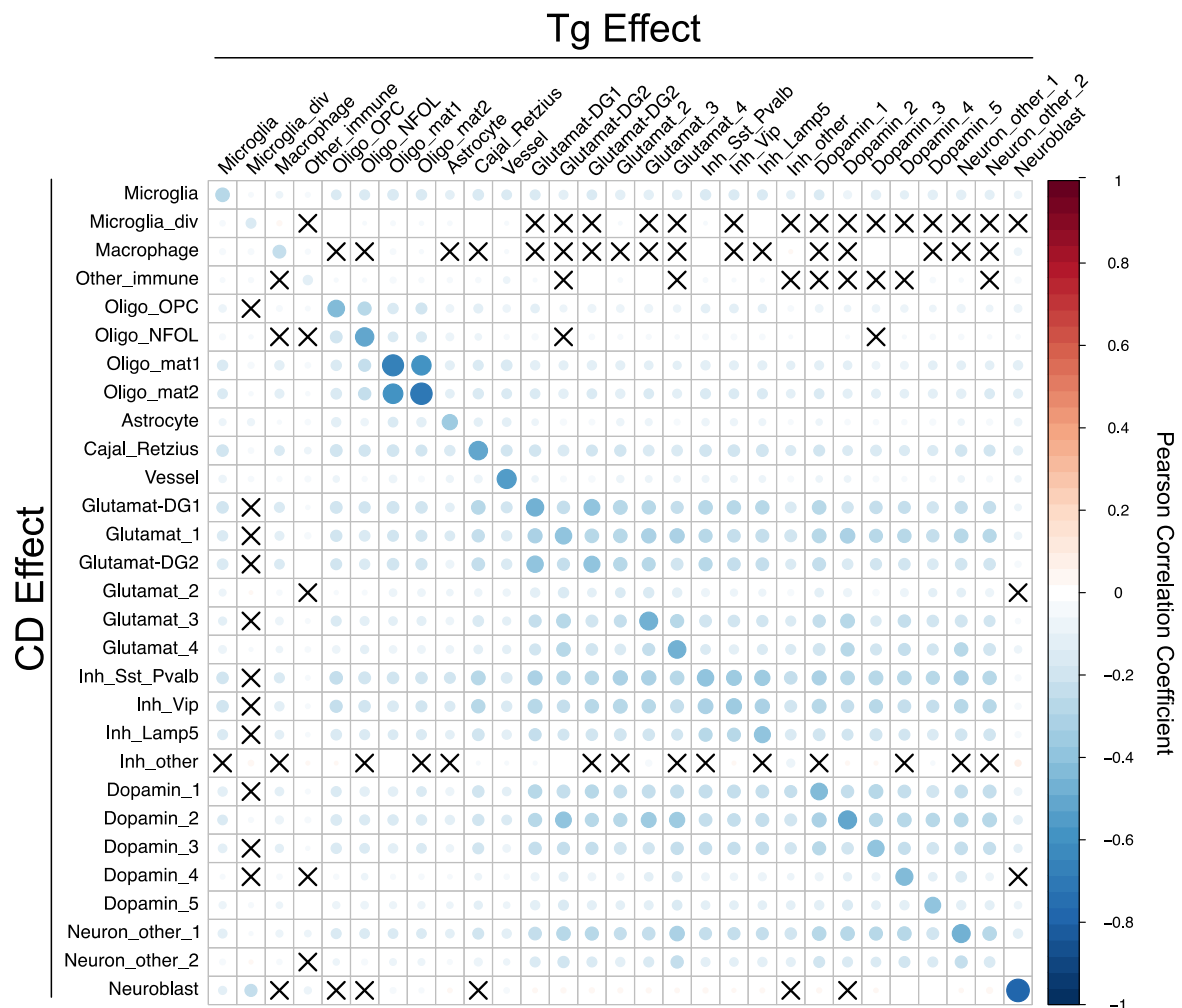

**Figure S8 | Main targets of CD administration are oligodendrocytes and neuroblasts.**

Correlation plot depicts partial CD rescue effect across various clusters, with the most obvious effect being observed in oligodendrocytes and neuroblast clusters. Color indicates Pearson’s correlation coefficient. Crossed out comparisons are not significantly correlated.

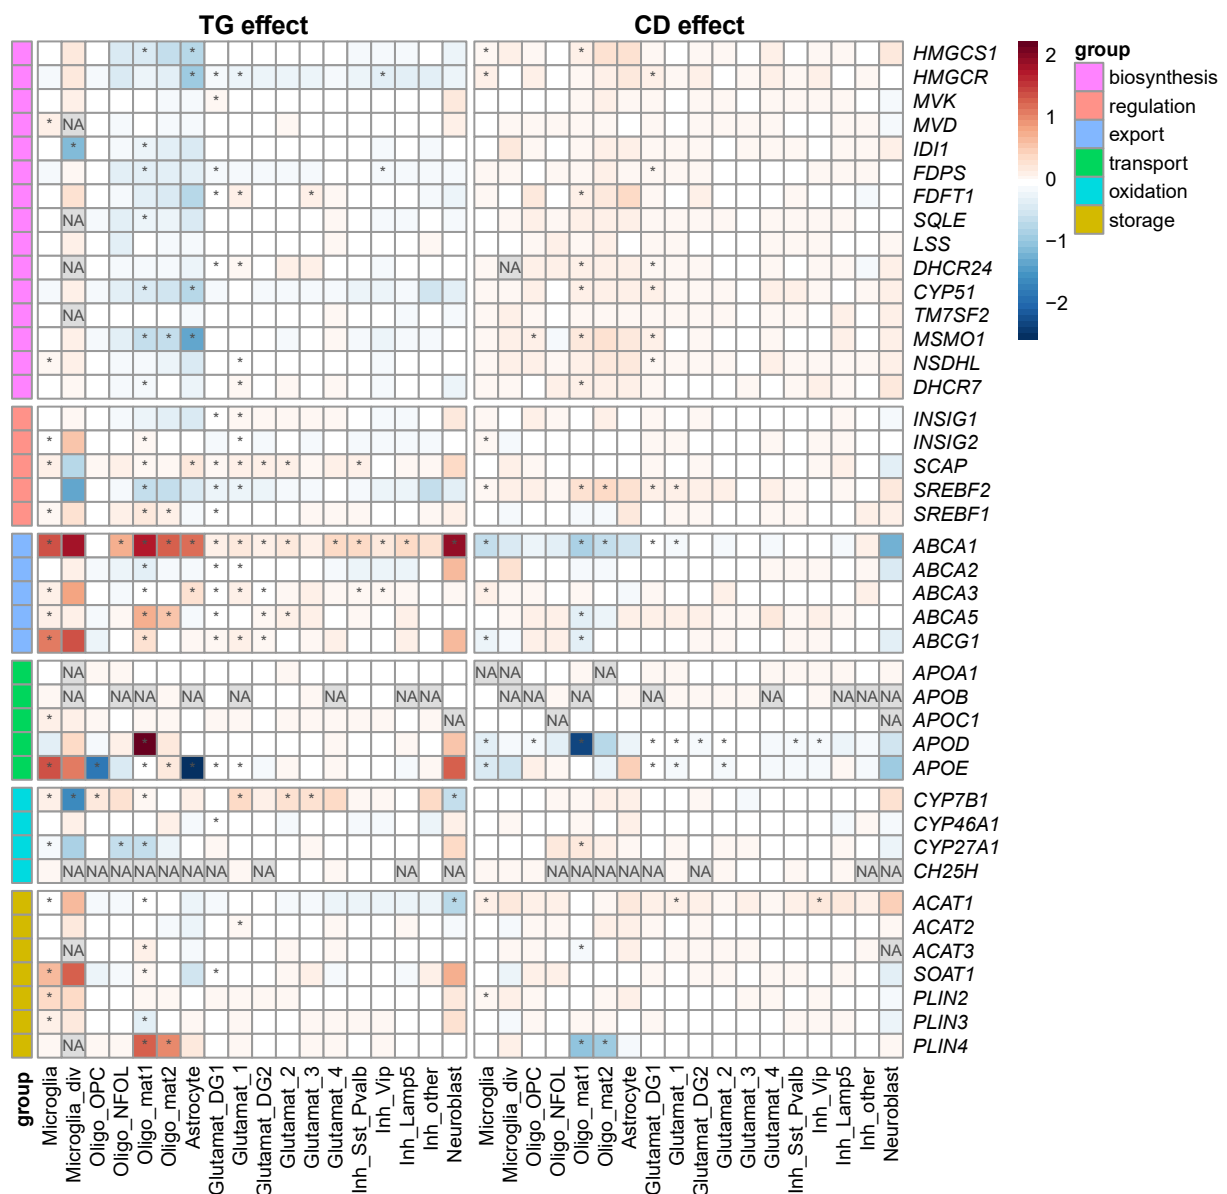

**Figure S9 | Cholesterol dysmetabolism across different cell clusters in GA-Nes mice**

Pseudobulk analysis of snRNAseq data from Figure 2 for the indicated cell clusters, plotting log<sub>2</sub>-fold change between TG vehicle vs. WT vehicle (transgene effect; n=3 Tg Vehicle vs n=4 WT Vehicle) and TG CD vs. TG vehicle (CD effect; n=4 Tg CD vs n=3 Tg Vehicle). While there is a general decrease in cholesterol biosynthesis and an increase in export and storage genes in different cell types in GA-Nes mice, CD treatment mainly affected the oligodendrocyte clusters (especially Oligo\_mat1). Asterisks indicate significant changes in DESeq2 analysis (adjusted p < 0.05).

# MSD Cytokine Panel

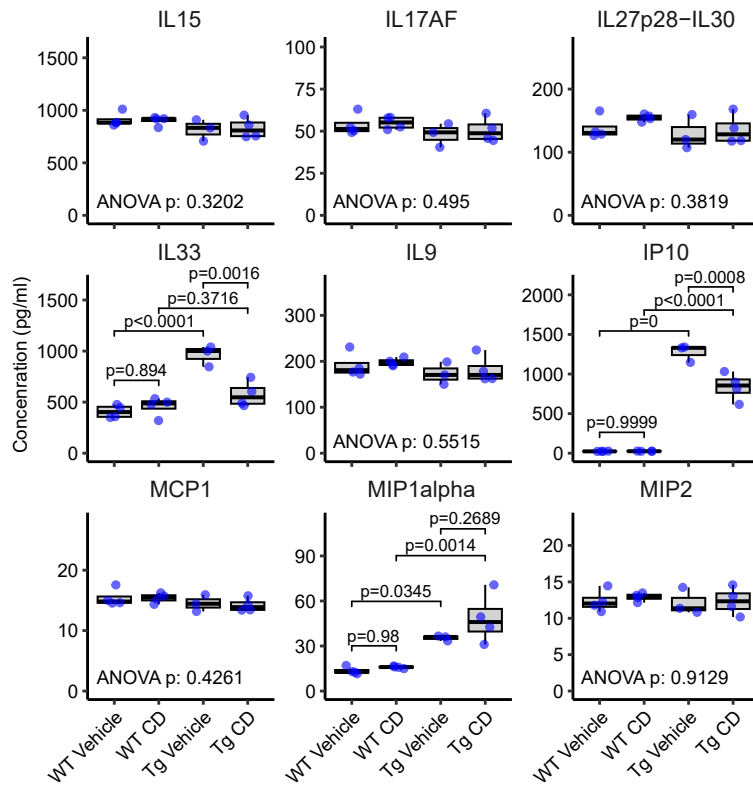

**Figure S11 | Cytokine response in GA-Nes mice treated with CD.**

Immunoassay with MSD cytokine panel from hindbrain samples show upregulation of IL33, IP10, and MIP1alpha due to the transgene effect, while CD completely rescues IL33 and partially rescues IP10. ANOVA statistics with Tukey's HSD post hoc (n: WT Vehicle=4, Tg Vehicle=3, WT CD=4, Tg CD=4).

### MSD Proinflammatory Panel

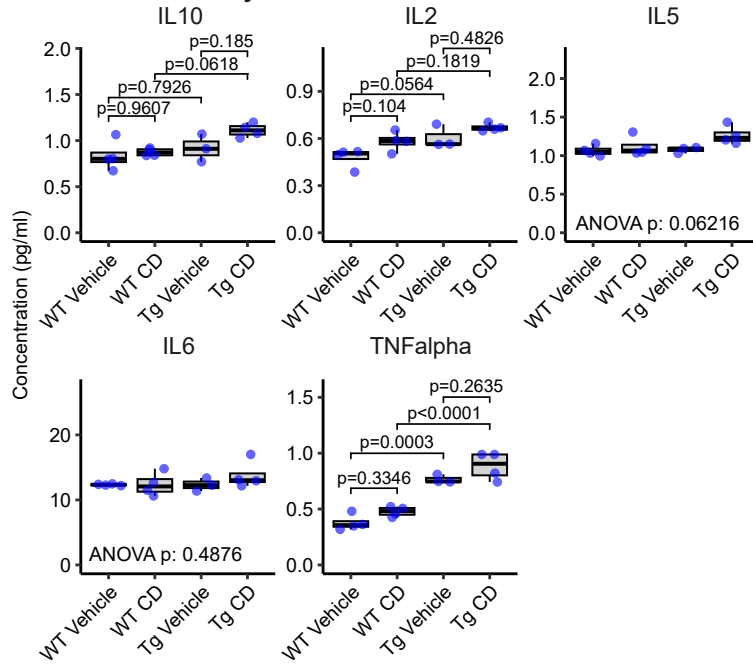

**Figure S12 | Proinflammatory response in GA-Nes mice treated with CD.**

Immunoassay with MSD proinflammatory panel shows upregulation of TNF $\alpha$  but no rescue with CD. ANOVA statistics with Tukey's HSD (n: WT Vehicle=4, Tg Vehicle=3, WT CD=4, Tg CD=4).

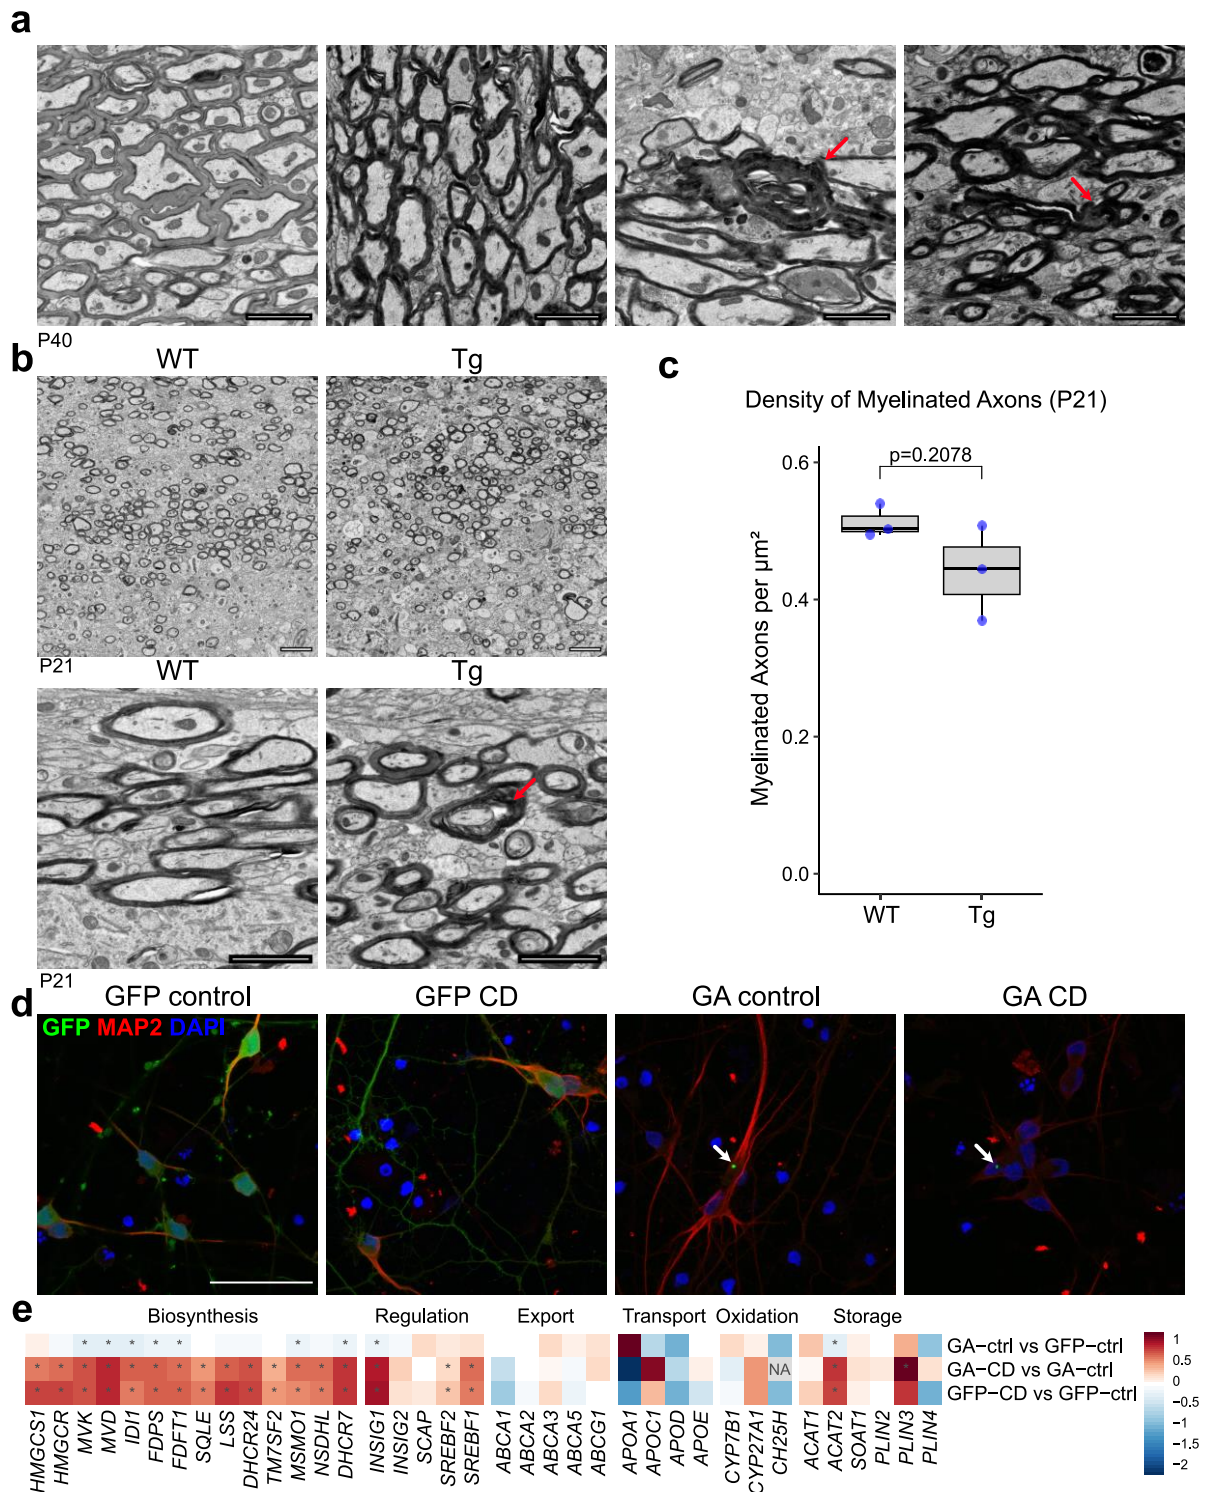

**Figure S13 | Myelination is not affected in GA-Nes mice at P21. Poly-GA has minimal effects on neuronal cholesterol metabolism.**

**a)** High magnification electron microscopy analysis of myelination as in Figure 4d/e. Swollen axons with organelle accumulation are detected in GA-Nes mice at P40 (red arrow) in both Tg Vehicle and Tg CD conditions. Scale bars = 2  $\mu$ m. **b, c)** Electron microscopy analysis in the corpus callosum of GA-Nes mice at P21. The density of myelinated axons in corpus callosum is, despite a trend, not significantly different between transgenic and non-transgenic mice. Scale bars = 3  $\mu$ m for upper two images and 2  $\mu$ m for bottom two images. **d, e)** iPSC-derived neurons transduced with (GA)<sub>149</sub>-GFP and GFP lentiviral constructs and treated with CD. Immunofluorescence shows expression of diffuse GFP and aggregated (GA)<sub>149</sub>-GFP in MAP2-positive neurons (scale bar 50  $\mu$ m). Bulk RNAseq shows some limited but significant effects of (GA)<sub>149</sub>-GFP on neuronal cholesterol biosynthesis, while CD treatment (2.5 mg/mL from day 10 to day 19 after differentiation) significantly increased cholesterol biosynthesis in poly-GA and control neurons (n: GFP-ctrl=3, GFP-CD=4, GA-ctrl=4, GA-CD=4).

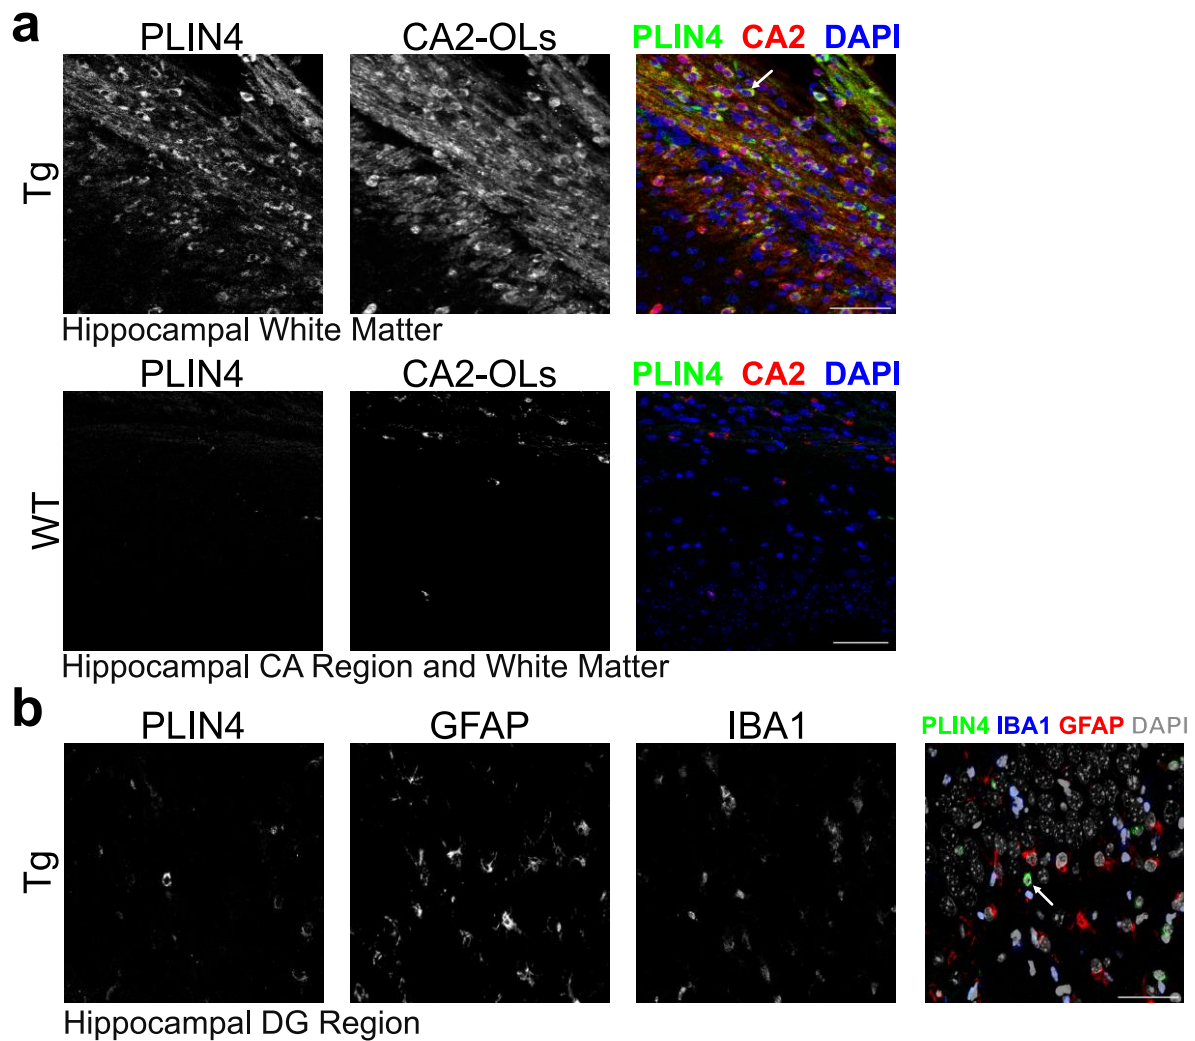

**Figure S14 | PLIN4 in transgenic animals colocalizes with oligodendrocytes but not other glia.**

**a)** PLIN4 colocalization is confirmed in CA2+ oligodendrocytes. White arrow points to an example PLIN4+ cell. Plin4 is not detected in wildtype mice. Images are representative of four independent experiments. Shown images are adjusted for brightness and contrast (scale bars = 50  $\mu$ m). **b)** PLIN4 does not colocalize with Iba1+ microglia or GFAP+ astrocytes (scale bar = 50  $\mu$ m). White arrow points to an example PLIN4+ cell. Images are representative of two independent experiments. Shown images are adjusted for brightness and contrast.

# Supplementary material for: Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice
**Source:** Nat Commun. 2025 Apr 11;16:3442. doi: 10.1038/s41467-025-58634-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Absolute Cell Numbers in Clusters of GA-Nes snRNAseq Data

**File name:** Supplementary Data 2

**Description:** Euclidian Distances in PCAs of GA-Nes snRNAseq Data

**File name:** Supplementary Data 3

**Description:** Differential Gene Expression Table of GA-Nes snRNAseq Data

**File name:** Supplementary Data 4

**Description:** Differential Gene Expression Table of iPSC RNAseq Data

# Supplementary material for: Correction of dysregulated lipid metabolism normalizes gene expression in oligodendrocytes and prolongs lifespan in female poly-GA C9orf72 mice
**Source:** Nat Commun. 2025 Apr 11;16:3442. doi: 10.1038/s41467-025-58634-4
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal images were acquired using ZEN black edition on LSM710 microscope (Zeiss).                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | snRNAseq: R 4.2.0, Seurat version 4.3.0, Harmony version 0.1.1, clustree version 0.5.0, SingleCellExperiment package version 1.20.0, DESeq2 package version 1.36.0. Image analysis: Python 3.8 was used with aicsimageio version 4.9.4, numpy version 1.23.5, opencv-python version 4.6.0, scikit-image version 0.19.3, and pandas version 2.0.3 packages, Cellpose 2.2.2, ImageJ2 version 2.14.0/1.54f. Statistical analyses: R version 4.3. Ga-Camk2a bulk RNAseq analysis: DESeq2 version 1.44, zUMIs version 2.9.7e, demultiplex version 1.2.2. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The following figures have raw data, available in the attached "source data" file: 1b, 1c, 1d, 1e, 1g, 3d, 3e, 3f, 4e, 4f-g, 5b, 5d, 6c, 6e, S1, S2, S5, S6, S11, S12, S13c.

The following figures have statistical analyses detailed in the source data file: 1b, 1c, 1d, 1e, 1g, 3e, 3f, 4e, 4f-g, 5b, 5d, 6c, 6e, S2, S5, S6, S11, S12, S13c.

- o Raw snRNAseq data of GA-Nes mice deposited in GEO with accession GSE262778
- o Raw RNAseq data of iPSC Experiment deposited in GEO with accession GSE285209
- o Raw RNAseq data of Ga-Camk2a mice deposited in GEO with accession GSE291440
- o Raw RNAseq data of GA-CFP mice deposited in GEO with accession GSE289729
- o Raw RNAseq data of rNLS8 (NEFH-hTDP-43ΔNLS) mice deposited in GEO with accession GSE290262

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.*

*Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Required sample size were estimated by statistical power calculation using G-power.                                                                                                                                                    |
| Data exclusions | Out of 40 animals from the survival cohort 1 male and 1 female mouse that did not show expected pathology (weight loss, the primary reason for euthanasia in this mouse model) were excluded. Exclusion criteria were pre-established. |
| Replication     | One pilot mouse study and initially two replication independent cohorts were conducted for this study with results being reproducible. Subsequently replicated in a large revision cohort for biochemical and EM analyses.             |
| Randomization   | Treatment with CD or vehicle was randomized using a random number generator                                                                                                                                                            |
| Blinding        | snRNAseq and its initial analysis were blinded. Genotype of GA-Nes mice could not be concealed from researchers due to obvious pathology. Following wet lab experiments (e.g., staining) were effectively blinded.                     |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Serpin A3N (R&D Systems, AF4709, 1:200), PLIN4 (Novus Bio, NBP2-13776, 1:200), GFAP (SySy, 173 006, 1:500), IBA1 (Abcam, ab283346, 1:400; and Fujifilm Wako, 019-19741, 1:500), CA2 (R&D Systems, MAB2184, 1:200), S100B (NovusBio, NB110-57478, 1:200), Dcx (Proteintech, 13925-1-AP, 1:100), NeuN (Abcam, AB104224, 1:200). Corresponding Alexa Fluor-conjugated secondary antibodies were used as detailed in the manuscript. All antibodies are commercially available and have been used in previous publication. |
| Validation      | all antibodies were previously used in literature                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                         |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Coriell Institute for Medical Research                                                                                                                                                                                                                                                                                                  |
| Authentication                                                    | To check for genome integrity, two sub-clones were whole-genome sequenced using Illumina NovaSeq6000. These raw data were variants called using the standard GATK4 best-practices pipeline for single-nucleotide polymorphism and indel discovery. The concordance between the two sister clones was checked with the whole genome seq. |
| Mycoplasma contamination                                          | None. Frequent mycoplasma testing, minimum one test every three months, was carried out with MycoAlert® PLUS Mycoplasma Detection Kit (Lonza Bioscience).                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None                                                                                                                                                                                                                                                                                                                                    |

## Palaeontology and Archaeology

|                     |                                                                                                                                                                                                                                                                                |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i> |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                            |

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

GA-Nes mice (LaClair et al, ANP 2020). The floxed line was also bred with an established Camk2a-Cre driver line (Minichiello et al, Neuron 1999). These lines were maintained in a C57BL/6J background. The monogenic lines B6;C3-Tg(NEFH-tTA)8Vle/J (NEFH-tTA line 8, stock #025397) and B6;C3-Tg(tetO-TARDBP\*)4Vle/J (tetO-hTDP-43ΔNLS line 4, stock #014650) were obtained from the Jackson Laboratory (Bar Harbour, USA), backcrossed to C57BL/6J background, and intercrossed to generate bigenic regulatable NLS8 (rNLS8) animals (Walker et al 2015). GA-CFP mice as described in Schludi et al, ANP 2017.

## Wild animals

N/A

## Reporting on sex

GA-Nes Mice were separated by gender for the survival study. Female mice benefited far more from CD therapy, the mechanistic analysis is focused on female mice. The naive rNLS8 mice do not differ in pathology based on sex and were analyzed together.

## Field-collected samples

N/A

## Ethics oversight

All animal procedures were performed according to institutional guidelines approved by the governmental ethics committee of Upper Bavaria (licenses TV 55.2-2532.Vet\_02-17-106, Vet\_03-17-68 and Vet\_02-22-2-152).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No Yes

☒

☐ Public health

☒

☐ National security

☒

☐ Crops and/or livestock

☒

☐ Ecosystems

☒

☐ Any other significant area

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence & imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐

Used

☐

Not used

### Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

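Bulk RNAseq data were deposited for the neocortex of 21 mice, the 11 wild-type and 10 rNLS8 mice of rNLS8 cohort #2 in Fig. 1a and Fig. 6a. Genotype, cohort (A or B) and mouse number were taken from the sample labels, and the group sizes were those of the Fig. 1a legend. The labels name the tissue as neocortex, the methods name brain cortex, and the legend of Fig. 1a names hippocampus for rNLS8 mice. The sex of each mouse is not given, and the reporting summary says that pathology in naive rNLS8 mice did not depend on sex and that they were analyzed together. According to the methods, RNA with RIN values above 7 was sequenced at BGI, reads were aligned to GRCm38, and differential expression was analyzed with DESeq2. The authors deposited whole read counts per gene symbol, without normalization. For the rNLS8 mice, the text names no program for counting the reads and no covariate for DESeq2.

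The table held 48474 rows, of which 13329 had no count in any mouse. After removal of copy suffixes, all 45921 symbols were found in NCBI RefSeq for GRCm38.p6, from which positions were taken. Another 2553 rows were further copies of 1907 symbols, written with a suffix such as -2, and held 4.11% of all counts. They were kept as deposited, and leaving them out was an alternative.

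Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by expression with edgeR's default minimum count of 10 and minimum total of 15, counts were normalized by TMM, and the quasi-likelihood test was applied with genotype and cohort in the model and Benjamini-Hochberg adjustment over the genes tested, at a threshold of 0.05. Standard errors on the log2 scale were derived from the log2 fold change and the F statistic of this test. Normalized counts are counts divided by the effective library size and multiplied by its mean. Whether the effect of genotype differed between the cohorts was tested with their interaction. Gene set scores were means over genes of log2 CPM with a prior count of 2, compared between genotypes by 100000 permutations within cohort, or by exact permutation within a single cohort. All tests were two-sided. Total counts per mouse were between 20700912 and 22263809. Reads carried no molecular identifiers, so limits of 3 counts cover counting error only.

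Genes were named by a rule, namely every gene shown in Fig. 1a, Fig. 4b, Fig. 4c or Fig. 6a or named for bulk RNAseq in the text, Tardbp, and the 10 genes with the largest absolute log2 fold change among those past the threshold, with a mean of at least 50 counts per mouse and the same direction in each cohort alone. Some of these genes are not reported here. The alternatives were DESeq2 1.42.0 with and without cohort, edgeR without cohort, scaling by library size only, upper-quartile normalization, no filter, at least 10 counts in every mouse, each cohort alone, the level of Xist as an added covariate and leaving out each mouse in turn. For set scores they were a prior count of 0.5, z-scores, the median over genes and permutation over all mice. This design, the gene lists and these alternatives were set before the data were examined. Leaving out the rows of further copies, and DESeq2 without cohort over all genes with at least 1 count, were added after the data were seen.

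The procedures were tested on simulated counts for 18248 genes with the means and library sizes of these mice and 200 changed genes. The edgeR test called 188 of the 200, which was 97.4% of those tested, and 6 other genes. DESeq2 called 188 and 12 other genes, edgeR on cohort A alone called 149 and 12 other genes, and the edgeR interaction test called 139 and 8 other genes. No sample was left out. The rNLS8 row of Fig. 4c was not assigned to these mice, since the text does not name the cohort. The historical rNLS8 data, the poly-GA mice and the human data are not part of this deposit.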

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

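The tests of single mice, with the list of macrophage markers (1 of the 8 marker lists over which p-values are adjusted), of counts thinned to equal totals and of leaving out single rNLS8 mice were chosen after the results they concern had been seen. Each result in the 10 rNLS8 mice was searched for a mouse far from the others by Dixon's criterion. This was the case in 19 of 98 groups of values, where about 4.9 are expected by chance. The results are not independent, since 17 of the 19 concern the same pair of cohort A mice.

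Mouse T_61340 (cohort A) was far below the other rNLS8 mice in 8 results. The ratio of its gap to the whole range was 0.575 for the export set (6.28 against 6.60 to 6.84), 0.555 for the amyloid-DAM set, 0.575 for Idi1, 0.498 for Lss, 0.555 for Abca5, 0.642 for Soat1, 0.591 for Csmd3 and 0.655 for Nav3. Over genes, its deviation from the other rNLS8 mice fell with transcript length (Spearman rho -0.507) and rose with GC content (Spearman rho 0.488), in each case more strongly than the deviation of any of the other 20 mice. Genes are not independent replicates, and length and GC content were not separated. These values are consistent with a technical difference in the RNA or library of this mouse, such as RNA quality, and a biological explanation was not tested. Its total of 21155466 counts was within the range of the others. Without this mouse, 8363 genes differed between the genotypes, and Soat1 was past the threshold (log2 fold change 0.20, adjusted p = 0.00230 in edgeR).

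Mouse T_60303 (cohort A) was far above the other rNLS8 mice in 9 results. The ratio was 0.575 for the DOL set (6.70 against 5.96 to 6.28), 0.669 for the myelin-DAM set, 0.617 for C4b, 0.574 for Serpina3n, 0.519 for Cd9, 0.754 for Gpnmb, 0.598 for Ms4a7, 0.511 for Cd84 and 0.661 for Lyz2. It had the highest score of homeostatic microglia markers of the rNLS8 mice (5.52, next 5.28), the highest interferon score (4.38, next 3.73) and the lowest neuron score (8.50). A score of macrophage markers was not the highest (1.00 against 1.10 in another rNLS8 mouse). Its deviation did not stand out by transcript length (Spearman rho -0.098) or GC content (Spearman rho 0.156). A stronger glial reaction, or a larger share of microglia in the tissue of this mouse, is a candidate explanation, and the values do not separate these from each other.

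Mouse T_70267 (cohort B) was far below the other rNLS8 mice for B2m (ratio 0.516) and Oasl2 (ratio 0.480). It also had the lowest score of interferon-stimulated genes of the rNLS8 mice (2.32, next 2.98), which was above the highest wild-type mouse (1.35). As B2m and Oasl2 are themselves interferon-inducible, this describes the same difference and does not explain it. The values are consistent with a weaker interferon response in this mouse. Its deviation also had the strongest relation with transcript length after that of T_61340 (Spearman rho 0.327), so a technical difference is not excluded.

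The rNLS8 effect differed between cohorts A and B for 5 of 79 genes fixed beforehand, after adjustment over these genes alone. The effect in cohort A minus that in cohort B was 1.51 on the log2 scale for Plin4, -0.56 for Tardbp, 1.96 for Gpnmb, -0.41 for Idi1 and -0.28 for Cyp51. With adjustment over all 18248 genes, 0 genes passed, while 1030 had an unadjusted p-value under 0.05, and 25 of 100 splits of the mice of each genotype into cohorts of the same sizes gave as many. No excess of cohort differences over all genes was therefore seen. Exact permutation of the cohort labels within genotype gave p = 0.00174 for Plin4, 0.0182 for Tardbp, 0.0358 for Gpnmb, 0.00288 for Idi1 and 0.000783 for Cyp51. These 5 had been selected for a difference, so the values are descriptive.

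With each of the 10 rNLS8 mice left out in turn, the adjusted p of the edgeR interaction stayed at or below 0.0213 for Plin4 and 0.00147 for Tardbp. Gpnmb stayed past the threshold in 7 of the 10 fits, Cyp51 in 5 and Idi1 in 4. The largest adjusted p was 0.438 for Gpnmb, without T_60303, and 0.155 for Cyp51 and 0.188 for Idi1, both without T_61340. The calls of these 3 genes are thus not stable, and leaving out any of several mice removes them. Total counts differed between the cohorts by -489355 (A minus B, exact permutation test, p = 0.0214). After thinning of every mouse to equal totals, the adjusted p of the interaction of Plin4 was 0.0113, so unequal totals do not account for it. With the level of Xist as covariate it was 0.0211, while only Tardbp and Plin4 remained past the threshold. The covariate does not fully separate Xist from cohort, since 3 of 3 rNLS8 mice of cohort A and 1 of 7 of cohort B had Xist counts above 1000. In wild-type mice this was 4 of 4 in cohort A and 3 of 7 in cohort B. No mouse of cohort A was among those with Y-linked counts, so sex, as read from these genes, differed between the cohorts. The genotype effect on a score of neuron markers did not differ between the cohorts (permutation test, p = 0.800). Tardbp and Plin4 moved in opposite directions between the cohorts, with less Tardbp and more Plin4 in the rNLS8 mice of cohort A. A difference in transgene expression or in its timing between the cohorts may be involved, but the labels give no value for either. Whatever else differed between the cohorts, sex included, cannot be told apart from this. Counts at mouse Tardbp do not measure the level of the human transgene.

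A list of 20 interferon-stimulated genes, which the paper does not discuss, was higher in rNLS8 than in wild-type mice by 2.31 on the log2 scale (permutation test, adjusted p = 8.0e-05 over 8 marker lists), in 10 of 10 rNLS8 mice and for 20 of 20 genes. The difference was 2.71 in cohort A and 2.15 in cohort B. Among genes with a mean of at least 50 counts and the same direction in each cohort, the 10 with the largest changes were Cxcl10, Ifi27l2a, Gm13886, Irf7, Isg15, Oasl2, Gbp10, Ifit1, Usp18 and Gbp6, all higher in rNLS8 mice, and Cxcl10 had a log2 fold change of 5.31. Scaling does not explain a change of this size, since scaling by library size only moved the median of all genes to 0.08. All mice had received an oligonucleotide into a ventricle, and no mouse without it is in the data, so whether the response depends on the injection in combination with the transgene was not tested.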

How the results depend on the processing

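The number of differentially expressed genes was within 1.5 times 8154 under every alternative except cohort A alone, which gave 2195 genes, 1298 higher and 897 lower, and 25 of the genes shown in the figures in place of 49. With each mouse left out in turn, 7805 to 8363 genes differed across 21 fits. No gene called under an alternative and in all mice changed direction, and 1984 genes were called in each cohort alone, all in the same direction. Scaling by library size only gave 67.9% higher genes against 51.4% with TMM.

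In cohort A alone, the gene sets kept their direction but were no longer past the threshold, with -0.56 for biosynthesis, 0.29 for export, 0.40 for transport, 0.37 for storage, 0.64 for DOL and 0.50 for myelin-DAM. With 4 against 3 mice, no adjusted p below 0.05 was reached, and over the alternatives the adjusted p of the biosynthesis set ranged from 2.67e-05 to 0.0762. The myelin protein set reversed there, to -0.056. With the median over genes, export reversed to -0.017 and storage to -0.10, and amyloid-DAM was past the threshold at -0.12. This median follows the genes of middle expression level and not the middle fold change, so these values do not describe most genes of a set. With z-scores, storage was at 0.14 and no longer past the threshold. Among the storage genes, the log2 fold change of Plin4 was 1.89, and 3 of the 7 genes were lower in each cohort. The amyloid-DAM set reversed to 0.024 with library size only. The interaction of genotype and cohort was called for 1 gene, Tardbp, with DESeq2 in place of 0.

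Of the single genes, those that reversed were not past the threshold with all mice. In cohort A alone, Abcg1 was at 0.030, Klk6 at -0.35, Cacna1a at 0.082, Mbp at -0.040, Mog at -0.040 and Cnp at -0.095. In cohort B alone, Il33 was at 0.057 and Csmd3 at 0.054. With library size only, Acat1 was at 0.030, Il33 at 0.049, Csmd3 at 0.057, Cacna1a at 0.00085 and Sdk1 at 0.055. Csmd3 was at 0.0136 with DESeq2 without cohort and at 0.0156 with edgeR without cohort, and at 0.0139 with DESeq2 without cohort over genes with at least 1 count, chosen after seeing the data. With Xist as covariate, Klk6 was at -0.038 and Csmd3 at 0.0028. With each mouse left out, Klk6 ranged from -0.051 to 0.13, Il33 from -0.062 to 0.025, Csmd3 from -0.087 to 0.088, Sdk1 from -0.056 to 0.026 and Mog from -0.017 to 0.074. Apart from these, 25 genes were weaker in cohort A alone, 7 in cohort B alone and 4 with library size only, where 7 were stronger. The cause was not tested for any of these changes. On simulated counts with changes of 1 on the log2 scale, cohort A alone gave 149 of 200 changed genes, and smaller changes were not simulated. The depth limits Apoa1, Apob, Apoc3, Ch25h and Cyp7a1, which had at most 175 counts over all mice.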

Differences from the paper's values

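No value read from Fig. 1a or Fig. 6a for cohort #2 of rNLS8 mice differed from the value with all mice by more than the spread between mice (Plin4, Hmgcs1 and C4b were compared). The following concerns genes and directions. Every gene that Fig. 1a marks for these mice, apart from Apoa1, was past the threshold here, and no tested gene without a mark was.

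Fig. 1a marks Apoa1 as changed in cohort #2 of rNLS8 mice. With its 52 counts over 21 mice it did not pass edgeR's filter and was not called. It was called by edgeR without the filter (log2 fold change -1.61, adjusted p = 0.0311) and DESeq2 without cohort over all genes with at least 1 count (log2 fold change -1.72, adjusted p = 0.0246), the latter chosen after seeing the values. Ch25h, which the figure does not mark, was past the threshold in edgeR without the filter (log2 fold change 0.87, adjusted p = 0.0340) but not in that DESeq2 fit (adjusted p = 0.122).

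The text describes Abcg1, Soat1 and Apoe as higher across the bulk RNAseq data, while Fig. 1a does not mark them in cohort #2 of rNLS8 mice. In these mice, none was past the threshold with log2 fold changes of -0.08 for Abcg1, 0.11 for Soat1 and 0.04 for Apoe. Soat1 was called in cohort B alone (log2 fold change 0.17, adjusted p = 0.0252) and without the rNLS8 mouse T_61340 (log2 fold change 0.20, adjusted p = 0.00230). Apoe was called with scaling by library size only (log2 fold change 0.12, adjusted p = 0.0384), and none of the settings run called Abcg1.

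The paper describes the DOL signature as induced. Of its 13 genes, 6 were higher past the threshold, while Cd63, Sgk1, Gstm1, Il33, Klk6 and Apoe did not differ. The DOL genes past the threshold were those that Fig. 6a marks for these mice, so this is no difference from the figure.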

Other observations

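The tests of counts thinned to equal totals, of GC content and transcript length, of the share of counts between copies and of LXR target genes were chosen after the number of differentially expressed genes or the results they concern had been seen, as were the division of the DOL genes with the relation of its 9-gene part to the interferon score, and the rules by which 3 tests (reads shared between copies, fewer neurons and a single X chromosome) are given as undecided.

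Several technical explanations of the 8154 differentially expressed genes were tested. Of 100 splits of the 21 mice into groups of 11 and 10, only the real one, 1 of 100, gave as many genes. The largest other count was 3136, from a split that shared 8 mice with the real rNLS8 group, and 97 splits gave 0. Splits that mix the genotypes move the genotype effect into the spread within groups, which lowers their counts. They cannot exclude a technical factor that follows the genotype. Total counts were higher in rNLS8 mice by 397791 (permutation test, p = 0.0278). After thinning of all mice to equal totals, 8135 genes differed, of which 8014 were among the 8154, so unequal totals do not account for the number. The log2 fold changes were related to gene span (Spearman rho -0.110), GC content (0.082) and transcript length (-0.067), but 54, 72 and 79 of the 100 splits gave as strong a relation. GC content and transcript length were known for 88.5% of the tested genes. The 200 most significant lower genes, where inherited variants beside an insertion might show, did not crowd together, with at most 4 in any 5 Mb, and 99.2% of random draws had as many. Without the rows of further copies, 45.0% of genes differed against 44.7%. Cell composition was tested with marker lists below and was not excluded, so a change within cells cannot be told apart from a change in their shares.

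Rows of further copies may share reads with the symbol's own row. Over 756 pairs with a mean of at least 50 counts per row, the median ratio of the variance of the share of counts between copies to that of independent reads was 1.00, but 276 pairs were below 0.5. For Tardbp and its copy the ratio was 3.13. By the criterion set for this test, a median of 1 or more, shared reads are ruled out, but with so many pairs below 0.5 the test was taken as undecided. How the authors counted such reads cannot be told from these values.

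The lower cholesterol biosynthesis genes did not follow a shift of all genes, since 0% of 10000 random gene sets matched on mean expression had as low a mean log2 fold change. A list of 10 SREBP2 target genes outside Fig. 1a was lower as well, with a difference of -0.35 on the log2 scale (permutation test, adjusted p = 8.0e-05), in 10 of 10 rNLS8 mice relative to the wild-type mean. This is consistent with lower SREBP2 activity, and Srebf2 itself fell by 0.43. A list of 12 LXR target genes was not higher past the threshold (0.058, permutation test, adjusted p = 0.272). Neuron markers were lower, with a difference of -0.39 (permutation test, adjusted p = 8.0e-05), in 10 of 10 rNLS8 mice. Within the 10 rNLS8 mice, with cohort means removed, the neuron and biosynthesis scores gave Pearson's r = 0.306 (permutation p = 0.523, adjusted over 2 relations 0.523) and Spearman's rho = 0.370 (permutation p = 0.399). Without the 2 mice farthest from the median r was 0.770, and it was 0.737 in the 7 mice of cohort B, while cohort A had too few mice. The criterion set beforehand, a positive r with p under 0.05, was not met. As r was positive and 10 mice give little power, the test was taken as undecided, and a smaller share of neuronal RNA cannot be told apart from lower expression within cells.

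The higher DOL score likewise was not a shift of all genes (percentile 100 among 10000 random sets). It came largely from the interferon-inducible or complement genes B2m, H2-D1, H2-K1 and C4b, whose mean was higher by 1.52 (permutation test, p = 2.0e-05), while the mean of the other 9 genes was higher by 0.11 (permutation test, p = 0.0599). That mean averages over changes in both directions and does not describe Serpina3n and Cd9, which were higher past the threshold. Within the 10 rNLS8 mice, with cohort means removed, the DOL score rose with the interferon score (Pearson's r = 0.884, permutation p = 0.00535, adjusted over 2 relations 0.0107; Spearman's rho = 0.855, permutation p = 0.00708). Without the 2 farthest mice r was 0.83, and it was 0.895 in cohort B. This relation is largely built in, as B2m, H2-D1 and H2-K1 are themselves interferon-inducible. For the other 9 genes it was not past the threshold (Pearson's r = 0.633, permutation p = 0.131, adjusted over 2 relations 0.131; Spearman's rho = 0.539, permutation p = 0.187), with r = 0.789 without the 2 farthest mice and 0.110 in cohort B. The mean score of 9 oligodendrocyte markers did not differ (-0.027, permutation test, adjusted p = 0.845), so more oligodendrocytes do not account for it. Homeostatic microglia markers were higher by 0.26 (permutation test, adjusted p = 0.000480), in 9 of 10 rNLS8 mice. More microglia remain a candidate explanation. For an interferon response, these values describe the change of the inducible genes and are no separate evidence, and no relation was established for the rest of the signature. These counts do not show in which cells the DOL genes were expressed.

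Mouse T_70267, an rNLS8 mouse of cohort B, had 0 counts of Xist and 0 counts over 4 Y-linked genes. In the other mice, 11 had Xist counts between 1512 and 16985 and 9 had between 1745 and 2839 Y-linked counts. A single X chromosome is a candidate explanation. The mean log2 CPM of 4 genes that escape X inactivation was 6.43 in this mouse, between 6.36 and 6.85 in mice with Xist, and between 6.23 and 6.42 in mice with Y-linked counts. By the criterion set beforehand, a value below every mouse with Xist, a single X chromosome is not supported. As the ranges of the 2 groups overlap, the test was taken as undecided. Both the overlap and the failed criterion rest on T_61340 (6.36), the mouse with a possible technical difference. The next lowest mouse with Xist, T_61331, was at 6.60. Without T_61340 the ranges would not overlap, and T_70267 would be below every mouse with Xist.

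The paper's text does not say which rNLS8 cohort Fig. 4c shows. In cohort #2, the mean score of the 12 myelin-DAM genes was higher in rNLS8 mice by 0.32 (permutation test, adjusted p = 0.000304), with 6 of 10 mice above every wild-type mouse. Of these genes, 8 were higher and 1 was lower past the threshold in edgeR. The mean score of the 14 amyloid-DAM genes did not differ (-0.05, permutation test, adjusted p = 0.241), although 5 of them were past the threshold, with Hdac9, Adarb1, Serpine2 and Dgkd lower and Ank higher. The mean score of the 5 myelin protein genes of Fig. 4b did not differ either (0.06, permutation test, adjusted p = 0.535). The mean score of astrocyte markers did not differ (-0.01, permutation test, adjusted p = 0.845).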
